# Temporal expression profiling of DAMPs-related genes revealed the biphasic post-ischemic inflammation in the experimental stroke model

**DOI:** 10.1186/s13041-020-00598-1

**Published:** 2020-04-07

**Authors:** Atsushi Yamaguchi, Tatsuya Jitsuishi, Takashi Hozumi, Jun Iwanami, Keiko Kitajo, Hiroo Yamaguchi, Yasutake Mori, Masaki Mogi, Setsu Sawai

**Keywords:** Ischemic stroke, DAMPs, Sterile neuroinflammation

## Abstract

The neuroinflammation in the ischemic brain could occur as sterile inflammation in response to damage-associated molecular patterns (DAMPs). However, its long-term dynamic transcriptional changes remain poorly understood. It is also unknown whether this neuroinflammation contributes to the recovery or just deteriorates the outcome. The purpose of this study is to characterize the temporal transcriptional changes in the post-stroke brain focusing on DAMPs-related genes by RNA-sequencing during the period of 28 days. We conducted the RNA-sequencing on day 1, 3, 7, 14, 28 post-stroke in the mouse photothrombosis model. The gross morphological observation showed the ischemic lesion on the ipsilateral cortex turned into a scar with the clearance of cellular debris by day 28. The transcriptome analyses indicated that post-stroke period of 28 days was classified into four categories (I Baseline, II Acute, III Sub-acute-#1, IV Sub-acute-#2 phase). During this period, the well-known genes for DAMPs, receptors, downstream cascades, pro-inflammatory cytokines, and phagocytosis were transcriptionally increased. The gene ontology (GO) analysis of biological process indicated that differentially expressed genes (DEGs) are genetically programmed to achieve immune and inflammatory pathways. Interestingly, we found the biphasic induction of various genes, including DAMPs and pro-inflammatory factors, peaking at acute and sub-acute phases. At the sub-acute phase, we also observed the induction of genes for phagocytosis as well as regulatory and growth factors. Further, we found the activation of CREB (cAMP-response element binding protein), one of the key players for neuronal plasticity, in peri-ischemic neurons by immunohistochemistry at this phase. Taken together, these findings raise the possibility the recurrent inflammation occurs at the sub-acute phase in the post-stroke brain, which could be involved in the debris clearance as well as neural reorganization.

## Introduction

Post-stroke neuroinflammation occurs in the absence of invading pathogens. Damage-associated molecular patterns (DAMPs) are considered as sources for the sterile inflammation in the post-ischemic brain [1–3]. However, the long-term dynamic temporal expression changes of DAMPs-related genes are poorly understood. It is also unknown whether this sterile neuroinflammation contributes to the recovery or just deteriorates the outcome.

The cellular response in the neuroinflammation is linked to the glial activation [4]. Inflammation-mediated neurotoxicity is considered to occur as consequences of the glial dysregulation and over-activation in response to DAMPs, while moderate central nervous system (CNS) damages could confer protection [1]. Cytokines are key modulators of inflammation, participating in acute and chronic inflammation via a complex network of interactions. Key pro-inflammatory cytokines include interleukin-1 (IL-1), IL-6, and tumor necrosis factor (TNFα), while anti-inflammatory mediators contain IL-10 and TGF-β [5].

DAMPs comprise a quite diverse group of dis-compartmentalized self-structures and ECM (extracellular matrix) [6, 7]. Pattern recognition receptors (PRRs), initially discovered for their role in recognizing PAMPs (pathogen-associated molecular patterns), relate to the sterile inflammation in response to DAMPs. They consist of diverse family members, including Toll-like receptors (TLRs), Nod-like receptors (NLRs), RIG-like receptors (RLRs), AIM2-like receptors (ALRs), C-type lectin receptors (CLECs), and the receptor for advanced glycation end products (RAGE). TLR signaling, for instance, is responsible for the induction of pro-inflammatory response thorough the downstream pathways, such as inflammasome (e.g., PYCARD), interferon regulatory factors (IRFs), and TRAFs [8, 9].

As one of immune defense in the CNS, the phagocytosis by microglia is extensively studied [10]. In the brain as an immune-privileged space, the detection and clearance of cellular debris in ischemic insult are owed to the innate immune system. The activity of microglial phagocytosis relies on specific receptors on the cell surface, including TLRs, CD36 (scavenger receptor class B member 3), triggering receptor expressed on myeloid cells 2 (TREM-2), Fc receptors, complement receptors, scavenger receptors (SR), and mannose receptor. Enhanced phagocytic activity leads to reduce the expression of pro-inflammatory mediators and increase the production of anti-inflammatory mediators, resolving the neuroinflammation [10, 11]. Thus, despite the role of establishing neuroinflammation, glial cells harbor a protective role to maintain homeostasis and resolve neuroinflammation [12, 13].

In the present study, we profiled the long-term temporal gene expression in post-ischemic brains focusing on DAMPs-related genes in the mouse stroke model. We then found the biphasic induction of inflammatory response peaking at the acute and sub-acute phases in the post-ischemic brain.

## Material and methods

### Photothrombosis stroke model

Photothrombosis was performed in male 6–8 weeks old C57/BL6J mice (20–22 g) from Japan SLC Inc. as described previously [14]. Briefly, mice were deeply anesthetized, and Rose Bengal (1 mg) (TCI chemicals, Japan) was injected intraperitoneally at 5 min before illumination. Mice were placed in a stereotactic frame (NARISHIGE #SR-5 M, Japan), and the skull was exposed by a median incision of the skin to identify bregma and lambda points. A fiber optic bundle of a cold light source (Zeiss Cold light source CL 1500) with × 20 objective lens (Olympus), centered using a manipulator at 2 mm laterally from bregma (sensorimotor cortex), illuminated the brain through the intact skull for 15 min initiating at 5 min after the injection of Rose Bengal. The body temperature was controlled during the operation by a heating pad. Sham operations were performed in parallel without illumination by a cold light source. Sham-operated mice at day 7 post-operation were used as control. All efforts were made to minimize animal suffering and the number of animals used (*n* = 3–5 /group at each time point) in photothrombosis stroke model. Experiments with animals were approved by the institutional Animal Care and Use Committee at Chiba University.

### Immunohistochemistry

Mice were intracardially perfused with 4% paraformaldehyde (PFA). Brains were harvested and post-fixed in 4% PFA overnight at 4 °C, followed by sucrose replacement. Brain sections, cut in 20 μm-thick sections with a cryostat, were permeabilized in PBS (Phosphate Buffered Saline) containing 0.2% Triton-X 100 with 5% bovine serum albumin (BSA) with non-specific sites blocked in blocking solution [PBS containing 0.1% Triton X-100, 5% BSA]. The samples were incubated with a primary antibody diluted in a blocking solution overnight at 4 °C. The primary antibodies used were anti-GFAP (Sigma-Aldrich, # G9269), anti-Iba1 (WAKO, # 019–19,741), anti-pCREB (Ser133) (87G3) (Cell Signaling Technology, # 9198), anti-CREB (Cell Signaling Technology, # 9197), Anti-GAP43 (phospho Ser41) (Bioss Inc., #bs-1641R), and anti-GAP43 (Invitrogen, PA5–79299). After washed in PBS, sections were treated with Vectastain ABC Elite kit (Vector Laboratories, Burlingame, CA, USA) according to manufacturer’s instructions. After the last three washes, sections were developed using DAB (3, 3-diaminobenzidine) substrate solution. Images were obtained using fluorescence microscopy (Nikon, E600) with digital camera DP72 (Olympus, Tokyo, Japan). Photographs of the DAB-stained brain sections were analyzed by Image J software (http://rsbweb.nih.gov/ij/download.html) to semi-quantify the anti-pCREB antibody-positive areas. The four independent areas were compared for their intensities of pCREB-positive area/analyzed area, and data were expressed as fold change vs. contra-lateral cortex ± SEM.

### Cresyl violet staining (Nissl staining)

The brain section on the slide was immersed through 100% ethanol for 3 min with two changes. To defat the tissue, slide were processed in 100% xylene for 15 min and then in 100% ethanol for 10 min. Then the slide was dehydrated through 100% alcohol for 3 min twice, washed in tap water, and stained in 0.1% Cresyl Violet (Muto Pure Chemicals, Tokyo) for 4–15 min at 37 °C. After a quick rinse in tap water to remove excess stain, the slide was washed in 70% ethanol (the stain was removed by this method), dehydrated through a standard series of ethanol, cleared in xylene twice, and mounted on slide glass for microscopic observation.

### Western blot analysis

Western blot analysis was performed as described previously [14]. Brain lysates for western blot analysis were prepared by lysis buffer [50 mM Tris-HCl (pH 8.0), 20 mM EDTA, 1% NP-40, 100 mM NaCl, 10 mM β*-*glycerophosphate*,* Complete Protease Inhibitor Cocktail (Roche Diagnostics)]. The samples (30 μg/lane) were boiled in loading buffer [100 mM Tris-HCl (pH 6.8), 200 mM dithiothreitol, 4% SDS, 0.2% bromophenol blue, 0.2% glycerol] for 5 min, and subjected to electrophoresis on 10% SDS-PAGE. After the proteins were transferred onto polyvinylidene difluoride (PVDF) membrane (Millipore Corp.), the membrane was incubated in blocking buffer [phosphate-buffered saline (PBS) containing 0.05% Tween 20 (PBS-T) with 5% nonfat dried milk] for 1 h at room temperature and then probed with a primary antibody in blocking buffer overnight at 4 °C. The membrane was washed three times in PBS-T, probed with the secondary horseradish peroxidase-linked anti-mouse or -rabbit IgG antibody (Cell Signaling Biotechnologies) in blocking buffer for 1 h at room temperature, and washed again in PBS-T. Detection of signal was performed with ECL chemiluminescence system (Thermo Fisher Scientific). The intensities of bands were analyzed by Image J software for semi-quantification. Data were expressed as fold change vs control (sham-operated mice) ± SEM, and *p* values were determined with Student’s t-test (*p < 0.05 was considered significant).

### RNA isolation

Total RNAs were extracted from the whole ipsilateral cortex with RNAiso Plus (Takara Bio., Japan) and cleaned with NucleoSpin RNA purification kit (Takara Bio., Japan) with on-column DNase I digestion. RNA Integrity Numbers (RIN) was assessed using Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). This indicator was > 8 in all the samples.

### RNA-sequencing library construction, sequencing, and analyses

The total RNAs of 3 mice were pooled together at each time, including control (sham-operated mice). RNA samples were sent to the GENE WIZ (Saitama, Japan) for RNA-seq analyses. Experimental procedures of RNA-seq are available in the Supplementary data. A detailed list of the DEGs detected in each of the comparison was presented in Supplementary Tables S2, S3, S4, S5 and S6.

### Data availability

The raw RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE147060.

### Real-time PCR assay

Total RNAs were extracted from the whole ipsilateral cortex of sham-operated (control) or photothrombosis (PT) mice at day 1, 3, 7, 14, 28 post-stroke using RNAIso-PLUS (Takara Bio, Japan). RNA (0.5 μg) was reverse transcribed to produce cDNA using ReverTra Ace® qPCR RT Kit with gDNA remover (TOYOBO, Japan). Real-time PCR was performed using THUNDERBIRD® SYBR® qPCR Mix (TOYOBO, Japan). All real-time PCR assays were performed in biological triplicate using 7300 Real-Time PCR System (Applied Biosystems). Primers in the study were listed on Supplementary Table S1. For standardization of relative mRNA expression, 18 s ribosomal primers were used. The results of cycle threshold values (Ct values) were calculated by the ΔΔCt method to obtain the fold differences. Five brains were used for real-time PCR analysis at each time point. Data were expressed as fold changes vs. control (sham-operated mice) ± SEM. The asterisks indicate a statistically significant difference from the control value (*p < 0.05, **p < 0.01 vs. control, Dunnett’s multiple comparison test of Biocunductor in R studio).

## Results

### Gross morphology and glial activation in the post-stroke brain

The rodent photothrombosis stroke model is widely used to study the pathophysiology of ischemic stroke [14]. We first examined the temporal morphological changes in post-ischemic brains for 28 days after photothombosis (Fig. 1a). The ipsilateral cerebral cortices tended to swell possibly due to the brain edema from day 1 to 7 post-stroke (Fig. 1a), which were semi-quantified gross morphologically in Supplementary Fig. S6a, b. The large round debris covered the ischemic lesion from day 3 to 14, and then ischemic lesion turned into a scar by day 28 (Fig. 1a, lower panels and Supplementary Fig. S6a). The Nissl (cresyl violet) staining could define the neuronal loss and disorganization of the infarct region [15]. The Nissl-stained coronal sections showed the infarct areas, which were artificially defected during the preparation and decreased gradually with the reduction of brain swelling (Fig. 1a, upper panels).

**Fig. 1:**
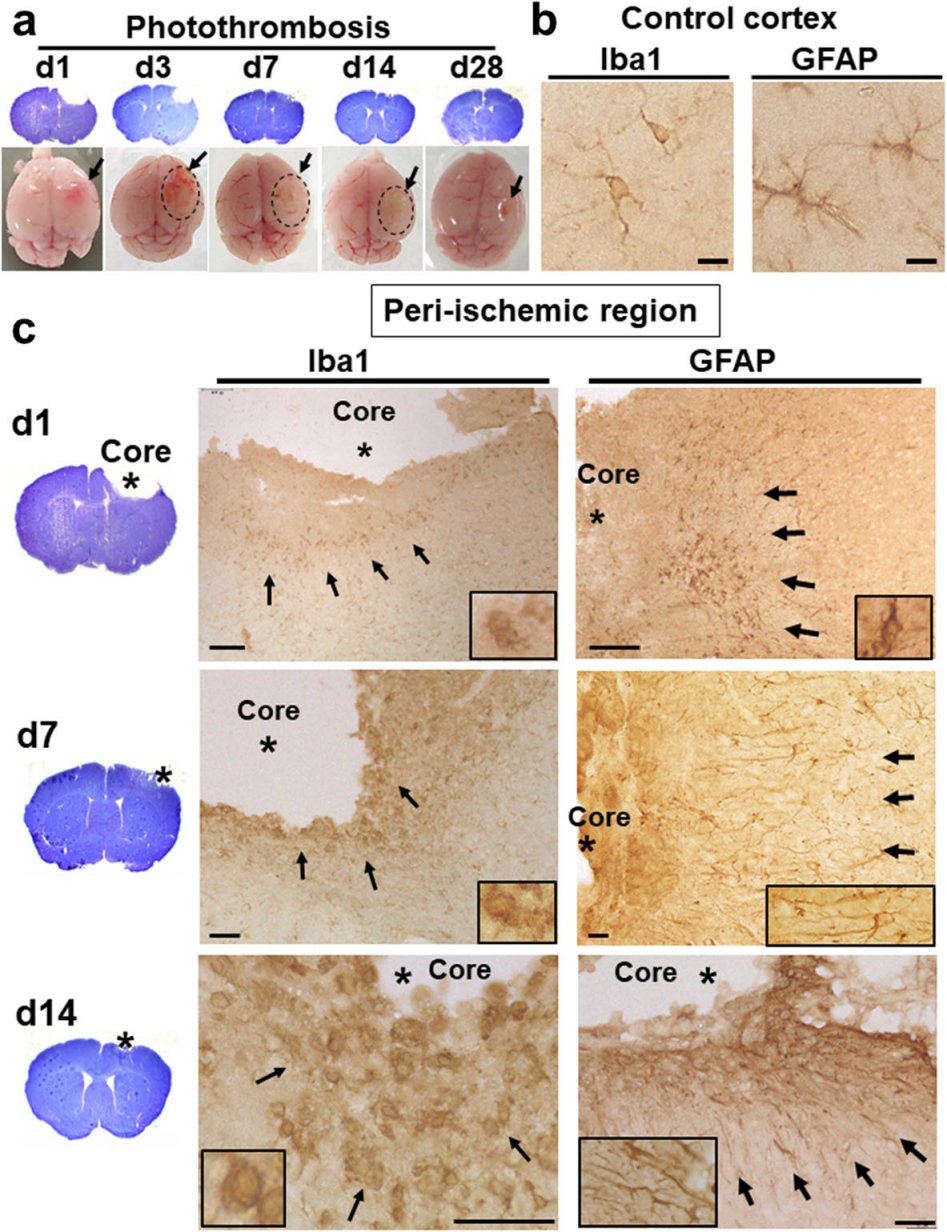
Gross morphology and glial activation on brain sections of the post-stroke brain. **a** Cresyl violet-stained brain sections and mouse brains at day 1, 3, 7, 14, and 28 post-stroke. Arrows indicate the ischemic regions. Dotted circles show the debris covering the ischemic lesion. **b** Typical ramified microglia and resting astroglia on the control (sham-operated) cortex. Immunostaining with anti-Iba1 and anti-GFAP antibody on the control cortex, respectively. Scale bar = 10 μm. **c** Activation of microglia and astroglia in the post-stroke brain. Immunostaining with anti-Iba1 and anti-GFAP antibody in the peri-ischemic region of the ipsilateral cortex at day 1, 7, and 14 (d1, d7, d14), respectively. Scale bar = 10 μm (middle panels), 100 μm (upper and lower panels). The higher magnification images are shown in the rectangles

Reactive gliosis is a hallmark of brain pathology in response to ischemic insult, which specifically refers to progressive changes in the gene expression and cellular morphology of astroglia and microglia [16]. To examine the immune response, we performed the immunohistochemistry with antibodies for glial markers, including anti-acidic fibrillary protein (GFAP) antibody for astrocytic activation and anti-ionized calcium-binding adapter molecule (Iba1) antibody for microglial activation (Fig. 1b, c). Astroglial cells, consisting of various subtypes (e.g., protoplasmic and fibrous type), extend long and ramified processes in resting state [17]. Resting microglia also harbors long, thin, and highly ramified processes. We observed typical resting astroglia and microglia on the cerebral cortex of the sham-operated (control) mouse (Fig. 1b).

As early as day 1 post-stroke, the dense immune-reactivity with anti-Iba1 as well as anti-GFAP antibody was detected around the ischemic core (Fig. 1c, upper panels). Since microglial activation precedes and predominates over macrophage infiltration in rodent stroke model [18], Iba1-positive cells, although including blood-derived monocytes/macrophages, were considered to be mainly microglial cells. Activated microglia, more rounded, hypertrophic, and amoeboid-like structure, appeared in peri-ischemic regions (Fig. 1c, left panels). The number of Iba1-positive cells was increased in the peri-ischemic regions as compared to the contralateral side peaking at day 7 post-stroke (Supplementary Fig. S6c, d). Glial scar, where the infarct core is surrounded by reactive astroglia, appeared by day 7 (Fig. 1c, right panels). At day 7 and 14, astroglial cells in peri-ischemic region showed long fibrillary shape extending toward the ischemic core (Fig. 1c, right panels), consistent with previous reports [19, 20].

### Temporal gene expression profiling in the post-stroke brain

Next, to investigate the immune response to ischemic insult transcriptionally, we then performed RNA-seq analyses at day 1, 3, 7, 14, and 28 post-stroke. 

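RNA from the whole ipsilateral cortex was analysed as 6 libraries, one for sham-operated control mice, taken at day 7 after the operation, and one for each of the 5 time points after stroke. Each library was made from the pooled RNA of 3 mice, so the data hold 1 library per group, and no difference between libraries has a replicate check. The libraries were poly(A)-selected, strand-specific and sequenced as paired-end reads of 150 bases, with a stated average of 33.6 M reads per sample. The values used are the authors' FPKM, which are scaled to transcript length and library size, so the depth of each library is unknown. They are given not per gene but per transcript start, transcript end or splicing event, with between 79330 (day 14) and 93931 (day 7) events per library. For each gene, the value used here was the largest of the summed start events, the summed end events and any single event, which is a lower bound on the FPKM of the locus the authors assigned to the gene. Some loci include neighbouring genes. A gene with no value here had no event under its own identifier, and its events may carry that of a neighbouring gene. In all, 15441 genes had a value in at least 1 library and 11750 in all 6 libraries. A gene missing from a library is called not listed, since some widely expressed genes were also missing. Sumo2, chosen as an example after its values were seen, was listed at 35.4 FPKM at day 7 and in no other library. At day 14, 38 genes were not listed although the median of the other libraries was at least 5 FPKM, against 2 to 7 genes in the other libraries. Log2 ratios to control were taken after adding 0.1 to each FPKM, which understates the change of genes with low values.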

The pairwise comparison of control (sham operation) versus stroke sample was conducted at each time point (Fig. 2a). The MA plot highlights genes that were differentially expressed in each comparison by plotting averaged expression (log Counts) against fold-change (log FC) for the individual gene at each time point (Fig. 2a). The numbers of differentially expressed genes (DEGs) at each time point were represented in the bar graph (Fig. 2b). The full list of DEGs in each pairwise comparison was shown in Supplementary Table S2, S3, S4 and S5. 

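Genes with an FPKM of at least 1 in the control or the post-stroke library were compared, and those with a log2 ratio to control of at least 1 in size were counted without a test. At day 1, 602 genes were higher and 528 lower among 11790 genes. The numbers were 1029 and 305 of 12052 genes at day 3, and 1030 and 256 of 12069 at day 7. At day 14, 1081 were higher and 834 lower of 12045, and at day 28 432 were higher and 328 lower of 11751. Of the alternatives tried, a log2 ratio threshold of 2 moved a count by the largest ratio, to 84 genes lower at day 3. When only genes listed in both libraries were counted, a choice made after the values were seen, 348 genes were higher and 244 lower at day 28. Of the higher genes, 153 at day 1, 364 at day 3, 411 at day 7, 288 at day 14 and 19 at day 28 were also in the paper's list for that day (Supplementary Tables S2 to S6). The overlap of the lower genes was smaller, with 19 at day 1, 5 at day 3, 4 at day 7, 71 at day 14 and 2 at day 28. Many of the paper's genes, higher and lower together, had no value here and could not overlap. Those with a value were 360 of 678 at day 1, 620 of 834 at day 3 and 649 of 877 at day 7. At day 14 they were 681 of 1275, and at day 28 97 of 202.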

The ipsilateral cortices differentially expressed 678 (up 484, down 194), 834 (up 771, down 63), 877 (up 831, down 46), 1275 (up 758, down 517), and 201 (up 144, down 58) genes compared to the control (*p* < 0.05) at day 1, 3, 7, 14, and 28, respectively. On the other hand, the number of down-regulated genes was the largest at day 14 post-stroke.

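Day 1 had the next largest number of lower genes after day 14. Among genes listed in both libraries, 538 were lower at day 14 and 408 at day 1. The genes lower at day 14 were longer than the rest: the median length of their longest transcript was 5282 nt, against 3410 nt for all genes compared and 2412 nt for the higher genes. Across genes, which are not independent replicates, the log2 ratio and the transcript length had a Spearman rho of -0.413 at day 14, -0.254 at day 1, 0.00325 at day 3, -0.0893 at day 7 and -0.036 at day 28. With FPKM corrected for this trend in each library, a choice made after the values were seen, 818 genes were lower at day 14, of which 740 were also lower without the correction. The correction leaves genes not listed at 0, and only 538 of the 834 lower genes were listed at day 14. The corrected count therefore cannot tell whether length bias is a source of the lower genes.

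**Figure D1:**
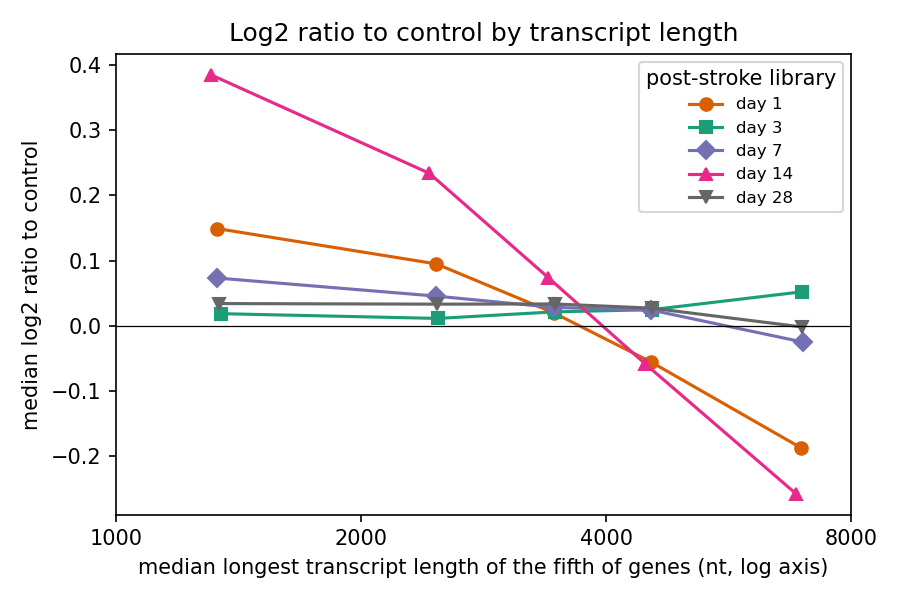
Median log2 ratio to control (vertical axis) of genes divided into 5 groups of equal size by the length of their longest transcript (horizontal axis, nt, log scale), one line per post-stroke library, for genes listed in both libraries. The median falls from 0.39 in the group of shortest transcripts to -0.26 in that of the longest at day 14 and from 0.15 to -0.19 at day 1.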

**Fig. 2:**
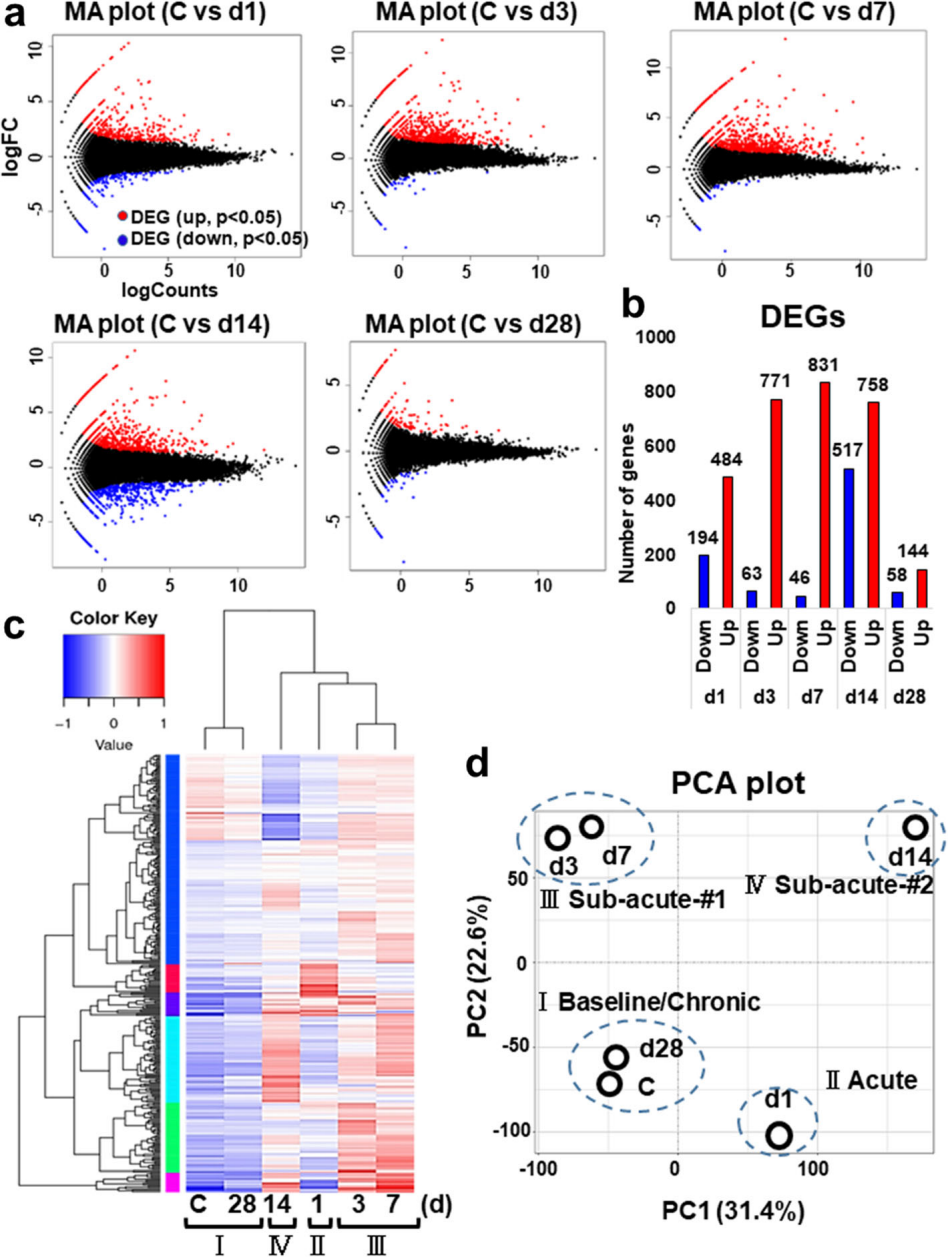
Transcriptome analyses in the post-stroke brain. **a** The MA plots indicate the differentially expressed genes (DEGs) in each comparison with control (C; sham) at day 1, 3, 7, 14, and 28 post-stroke (d1, d3, d7, d14, d28), respectively. DEG; differentially expressed gene. Up- (red) and down-regulated (blue) genes are dotted in each color. **b** The histogram shows the differentially expressed genes (DEGs) that were up- or down-regulated at each time point, respectively. **c** The heatmap shows the level of gene expression [in log10 (FPKM+ 1)] across the 6 temporal samples (C, d1, d3, d7, d14, d28) and categorizes them into 4 groups dependent on the gene expressing patterns in the dendrogram. Up- and down-regulated genes are colored in red and blue, respectively. The regions of different colors represent different clusters. FPKM, Fragments Per Kilobase of transcript per Million mapped reads. Control (C); sham-operated mice. **d** Primary component analysis (PCA) plot clustered 6 temporal samples (C, d1, d3, d7, d14, d28) into 4 categories (I ~ IV) dependent on principal component 1 (PC1, X-axis, 31.4%) and 2 (PC2, Y-axis, 22.6%)

The heat map provides a visual representation of expression levels for each gene. The hierarchical clustering classified the 6 temporal samples (Control, day 1, 3, 7, 14, 28) into the 4 categories (I ~ IV) (Fig. 2c). 

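Of the 2387 genes in the paper's Supplementary Tables S2 to S6, 1309 had a value and were used to group the libraries by Euclidean distance on log10(FPKM + 1) with complete linkage. Control and day 28 were 5.00 apart, and day 3 and day 7 5.75 apart. The distance of day 14 to the other libraries ranged from 8.26 to 11.6. Divided into 4 groups, the tree put control with day 28 and day 3 with day 7, and left day 1 and day 14 each alone, so that all 15 pairs of libraries were together or apart as in the categories of Fig. 2c. The paper's own call of differential expression chose these genes, but the grouping was the same over the 12709 genes with an FPKM of at least 1 in any library.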

The principal component analysis (PCA), in which the first two principal components account for a total of 54%, also revealed the 6 temporal samples are segregated into 4 categories (I Baseline/Chronic, II Acute, III Sub-acute-#1, IV Sub-acute-#2) dependent on principal component 1 (PC1, X-axis, 31.4%) and 2 (PC2, Y-axis, 22.6%) (Fig. 2d). 

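In a principal component analysis of log10(FPKM + 1) over all genes that vary, centred and scaled to unit variance, PC1 held 30.7% and PC2 23.8% of the variance. On PC1 the day 14 library had a score of 128 and the day 1 library 28, while control (-37), day 28 (-30.3), day 7 (-34.3) and day 3 (-54.6) were negative. On PC2, control (48.4), day 1 (72.3) and day 28 (40.5) were opposite to day 3 (-63.8), day 7 (-61.7) and day 14 (-35.9). The loadings on PC1 had a Spearman rho of -0.394 with transcript length across 15411 genes, and those on PC2 a rho of 0.0309. With FPKM corrected for transcript length, PC1 held 26.5% and the day 14 score was 108. With genes centred but not scaled, day 14 was still the highest on PC1 (16.1). Day 1 then had -0.24 on PC1 and day 14 had 1.19 on PC2, so these positions depend on the scaling.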

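Over all genes, the day 28 library was the nearest to control, with a Euclidean distance of 15.1 on log10(FPKM + 1), against 18.5 at day 1, 18.8 at day 3, 19.4 at day 7 and 24.1 at day 14. The distance of day 28 was 0.817 of the next smallest, and 0.717 of it with 1 minus the Spearman correlation as the distance. The correlation across genes with control (Pearson's r) was 0.978 at day 28 and 0.945 at day 14. Without replicates, the distance between libraries of the same condition is not known.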

The transcriptomic data at day 28 harbor a similar tendency to those of control, which is consistent with the gross morphological observation the ischemic lesion apparently turned into a scar by day 28 post-stroke.

### Top up-regulated genes and GO biological processes in the post-stroke brain

The lists of top differentially expressed genes (DEGs) compared with control (*p* < 0.05) at the acute (day1) and sub-acute phases (day 14) are shown in Fig. 3a and c. Those lists at day 3 and 7 are in Supplementary Fig. S1. 

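Lipocalin-2 (Lcn2, ENSMUSG00000026822), on chromosome 2, 32384633 to 32388252 of GRCm38, had an FPKM of 15.5 at day 1, 16.9 at day 3, 3.09 at day 7, 26.6 at day 14 and 1.1 at day 28 (not listed in control). Tgm1 had 6.13 at day 1, 9.38 at day 3, 1.62 at day 7 and 1.88 at day 14 (not listed in control and at day 28). Spp1 rose from 7.42 in control to 783 at day 7 (log2 ratio 6.70) and was 151 at day 14. Gpnmb rose from 0.528 to 68.9 at day 7 (log2 ratio 6.78) and was 27.6 at day 14. For the hormones, Oxt had 9.28 at day 1, 0.637 at day 3, 7.46 at day 7, 5.15 at day 14 and 1.48 at day 28 (not listed in control), and Avp had 18.9 at day 1, 4.24 at day 3, 18.1 at day 7, 11.7 at day 14 and 3.01 at day 28 (not listed in control). No ratio to control is given for a gene that was not listed there. Ch25h had no value in any library.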

The representative top up-regulated genes, at the acute and sub-acute phases, were those, encoding Lipocalin-2 (*Lcn-2*), cytokines (*Ccl2, Ccl3, Ccl12, Cxcl2, Cxcl5*), metalloproteases (*Mmp3, 12, 13*), toll-like receptor (*Tlr8*), c-type lectin domain containing protein (*Clec7a*), transgluminase1 (*Tgm1*), Complement (*C3*), lysosomal enzyme (*Lyz2*), galectin family (*Lgals3*), cholesterol 25-hydroxylase (*Ch25h*), hormones (*Oxt, Avp*), phagocytosis-related receptor (*Msr1; Macrophage Scavenger Receptor1*), and putative tissue repair-related genes (*Gpnmb*, *Spp1*) (Fig. 3a, c). The genes for regulatory factors of inflammation were also induced at day 7–14, including *Cd5l* and Long Non-coding RNA *H19* [21, 22] (Fig. 3c, Supplementary Fig. S1). 

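Cd5l, on chromosome 3, 87357881 to 87371073 of GRCm38, had an FPKM of 6.29 at day 3, 13.9 at day 7, 3.43 at day 14 and 0.872 at day 28 (not listed in control and at day 1). H19 had no value under its own identifier in any library. The microRNA gene Mir675 had 0.715 FPKM at day 1, 8.18 at day 3, 21.5 at day 7 and 7.05 at day 14. It was not listed in control and at day 28. None of its events lay inside its annotated span, and whether they come from H19 was not tested, so H19 cannot be called absent.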

Gene Ontology (GO) biological processes, significantly enriched at the acute and sub-acute phases, were a variety of immune- and inflammatory-associated processes (Fig. 3b, d and Supplementary Fig. S1). On the other hand, the number of down-regulated genes was the largest at day 14 (Fig. 2b) with significant enrichment in biological processes, including adhesion molecules, potassium ion transport, regulation membrane potential, chemical synaptic transmission, and neuron migration (Supplementary Fig. S5).

**Fig. 3:**
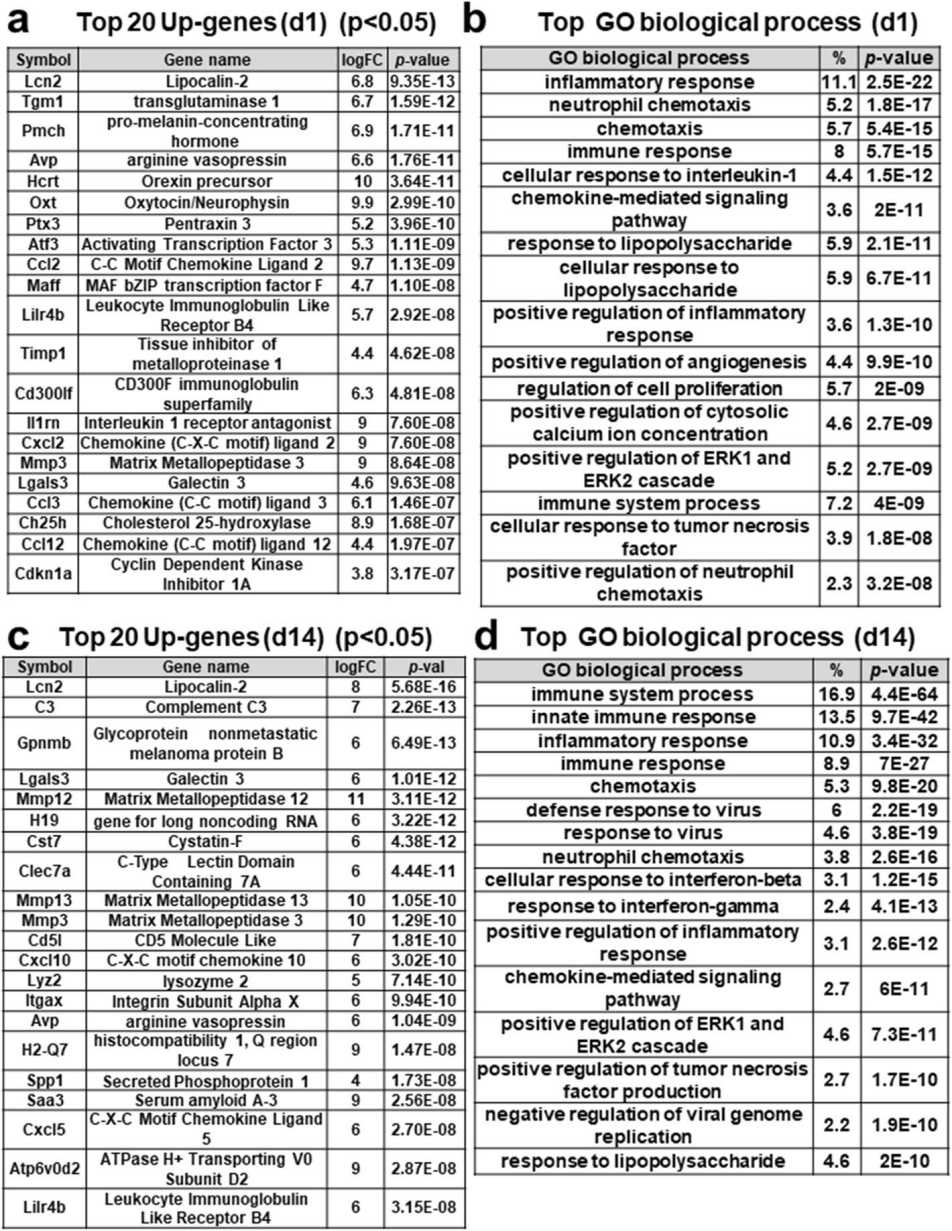
Top up-regulated genes and GO biological processes at day 1 and 14 (d1, d14) post-stroke. **a**, **c** Table showing top-upregulated genes (*p* < 0.05) at day 1 and 14 post-stroke compared with control (sham-operated mice), respectively. *logFC means log2 (fold changes). **b**, **d** Table showing top-upregulated GO biological processes (*p* < 0.05) enriched at day 1 and 14 post-stroke, which was identified by DAVID, respectively. *(%) means the ratio of up-regulated genes in each biological process per total genes

To study the corresponding changes of neuroinflammation in this stroke model, we examined the temporal expression changes of neuroinflammatory response-related genes in MGI Gene Ontology Browser (http://www.informatics.jax.org/vocab/gene_ontology). The neuroinflammatory response is defined as “the immediate defensive reaction by neural tissue to infection or injury caused by chemical or physical agents (ID GO:0150076)”. The 69 genes are classified as neuroinflammatory response-related genes in the GO functional annotation (ID GO:0150076), which are categorized into glial cell activation, negative or positive regulation, and reactive gliosis. Some of these genes overlap with the DAMPs-related genes in our study. Then we investigated the temporal expression profile of these 69 genes in the data of our RNA-seq and summarized the results in Supplementary Fig. S7. The neuroinflammatory response-related genes were induced peaking at day 1 to 14 post-stroke, including microglial cell activation (*Tlr1–8*, *Tnf, Tyrobp*), positive regulation of microglial cell activation (*Mmp8*), negative regulation (*Cst7*) and regulation (*cd200r2, cd200r3, cd200r4*) of neuroinflammatory response, and astrocyte activation (*C1qa, C5ar1, Fpr2, Grn, Il1b, and Trem2*) (Supplementary Fig. S7).

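Of the genes named for microglial cell activation, Tyrobp had an FPKM of 21.5 in control, 31.6 at day 1, 82 at day 3, 146 at day 7, 117 at day 14 and 31.7 at day 28, with a log2 ratio to control of 2.76 at day 7. Tlr3 had 3.03 in control, 1.88 at day 1, 4.47 at day 3, 4.24 at day 7 and 3.12 at day 28 (not listed at day 14), and Tlr1 had 0.361 at day 3, 1.05 at day 14 and 0.542 at day 28 (not listed in control, at day 1 and at day 7). Mmp8 had 0.567 at day 1, 0.41 at day 3 and 0.806 at day 7 (not listed in control, at day 14 and at day 28). For the regulators, Cst7 had 0.403 in control, 2.95 at day 3, 14 at day 7, 17.4 at day 14 and 1.13 at day 28 (not listed at day 1), with a log2 ratio of 5.12 at day 14, and Cd200r4 had 0.446 at day 3, 1.02 at day 7 and 0.67 at day 14 (not listed in control, at day 1 and at day 28). Grn had 14.7 in control, 23.9 at day 1, 68.1 at day 3, 111 at day 7, 56.8 at day 14 and 21.1 at day 28. Tlr5, Tlr6, Cd200r2, Cd200r3, C5ar1 and Fpr2 had no value in any library.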

### DAMPs as a possible source for the sterile inflammation

DAMPs comprise a quite diverse group of discompartmentalized self-structures and ECM [6, 7]. We here classified DAMPs-related genes into several categories depending on the hierarchical cascades, including DAMPs, receptors, downstream cascades, mediators, and phagocytosis as shown in the schematic diagram (Fig. 4a). The table in Fig. 4b shows representative DAMPs-related genes that were induced in this study (*p < 0.05* in RNA-seq). 

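Of the 105 genes shown in Fig. 5, 90 had a value in at least 1 library and 44 were listed in control. The highest FPKM of the 5 post-stroke libraries was at day 1 for 16 genes, day 3 for 10, day 7 for 40, day 14 for 23 and day 28 for 1. Among those with an FPKM of at least 1 in any library, 9 were highest at day 1 and 15 at day 14. The median log2 ratio to control of the 90 genes, taking those not listed as 0, was 0.60 at day 1, 1.83 at day 3, 2.21 at day 7, 2.10 at day 14 and 0.00 at day 28. Among 10000 random lists of the same size matched on mean expression, these medians were at the percentile 100 at day 1, 3, 7 and 14, and at the percentile 45.7 at day 28. The paper had chosen these genes for their induction in the same libraries, so the percentiles describe the list and do not test it. The median of 0.00 at day 28 does not mean that every gene was back at control. There, 18 of the 90 genes had a log2 ratio of at least 1 and 4 had one of -1 or less. The 90 genes include S100a7a, although the events assigned to it lie almost wholly outside its annotated span. Without it, a choice made after the values were seen, 9 genes were highest at day 3 and the median at day 1 was 0.65. These 9 still include C1qtnf3, listed only at day 3 (0.362 FPKM) and with no value inside its annotated span. They also include Il10rb, which inside its span was higher at day 7 (9.17 FPKM) than at day 3 (7.96). The highest days were not counted with events inside the span only.

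**Figure D2:**
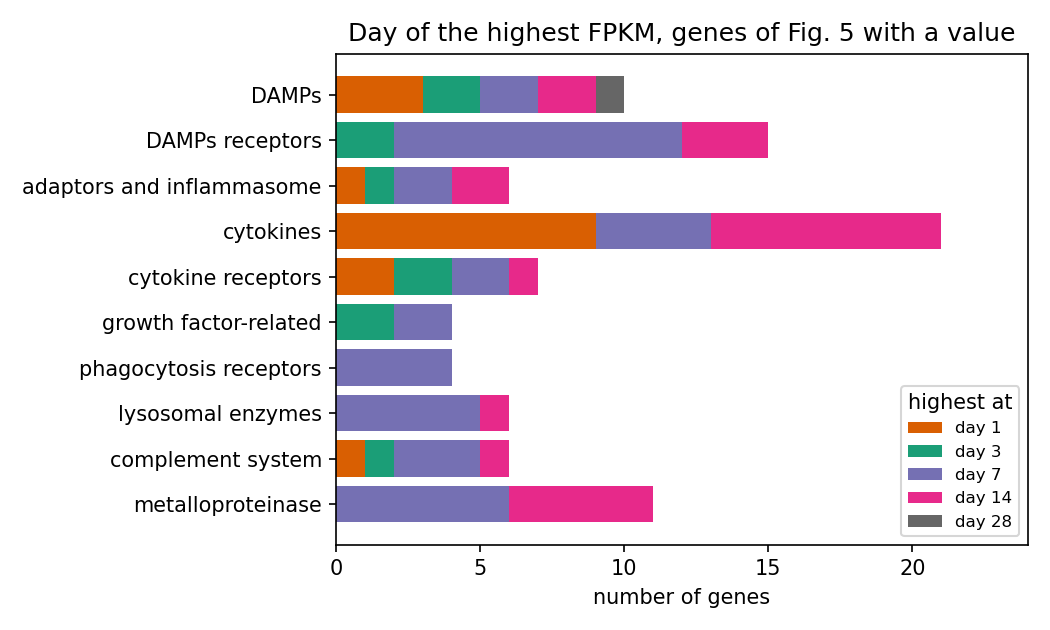
Number of genes of each category of Fig. 5 (horizontal axis) whose highest FPKM of the 5 post-stroke libraries was at each day (colours), for the 90 genes with a value, S100a7a included. Cytokines are divided between day 1 (9 genes), day 7 (4 genes) and day 14 (8 genes), and 10 of the 15 DAMPs receptors are highest at day 7.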

The heat maps in Fig. 5 indicate the temporal expression profiles of the DAMPs-related genes, while the schematic diagram in Fig. 4c represents the induction patterns of DEGs in the present study (RNA-seq and qRT-PCR).

**Fig. 4:**
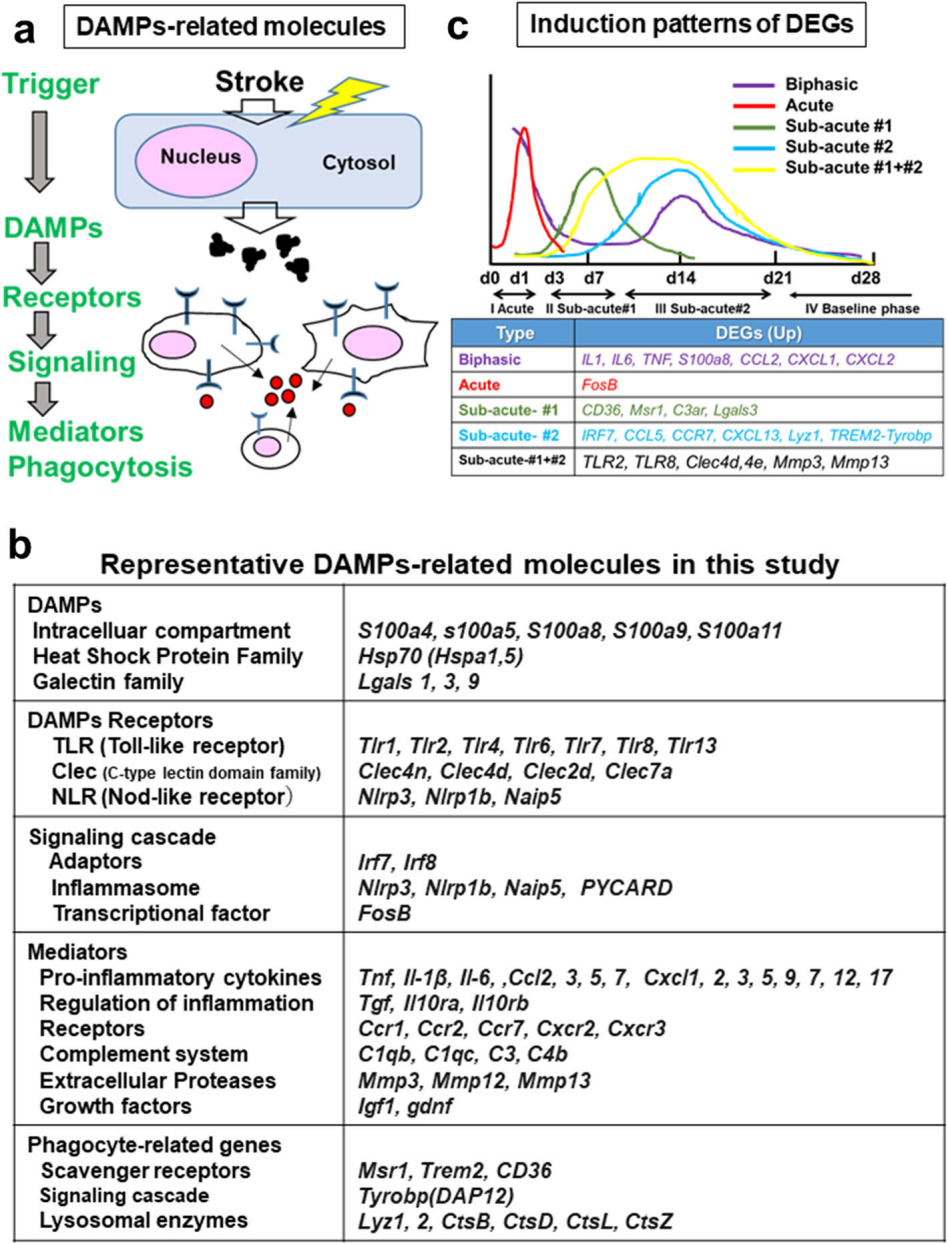
DAMPs-related molecules in the stroke brain. **a** The schematic diagram indicates the DAMPs-related molecules in the stroke brain. **b** The table showing DAMPs-related molecules that were up-regulated (*p* < 0.05, RNA-seq) in the present study. **c** The graphs categorized DEGs into 5 groups dependent on the expression patterns, including Biphasic, Acute, Sub-acute#1, Sub-acute#2, and Sub-acute#1 + #2 pattern

**Fig. 5:**
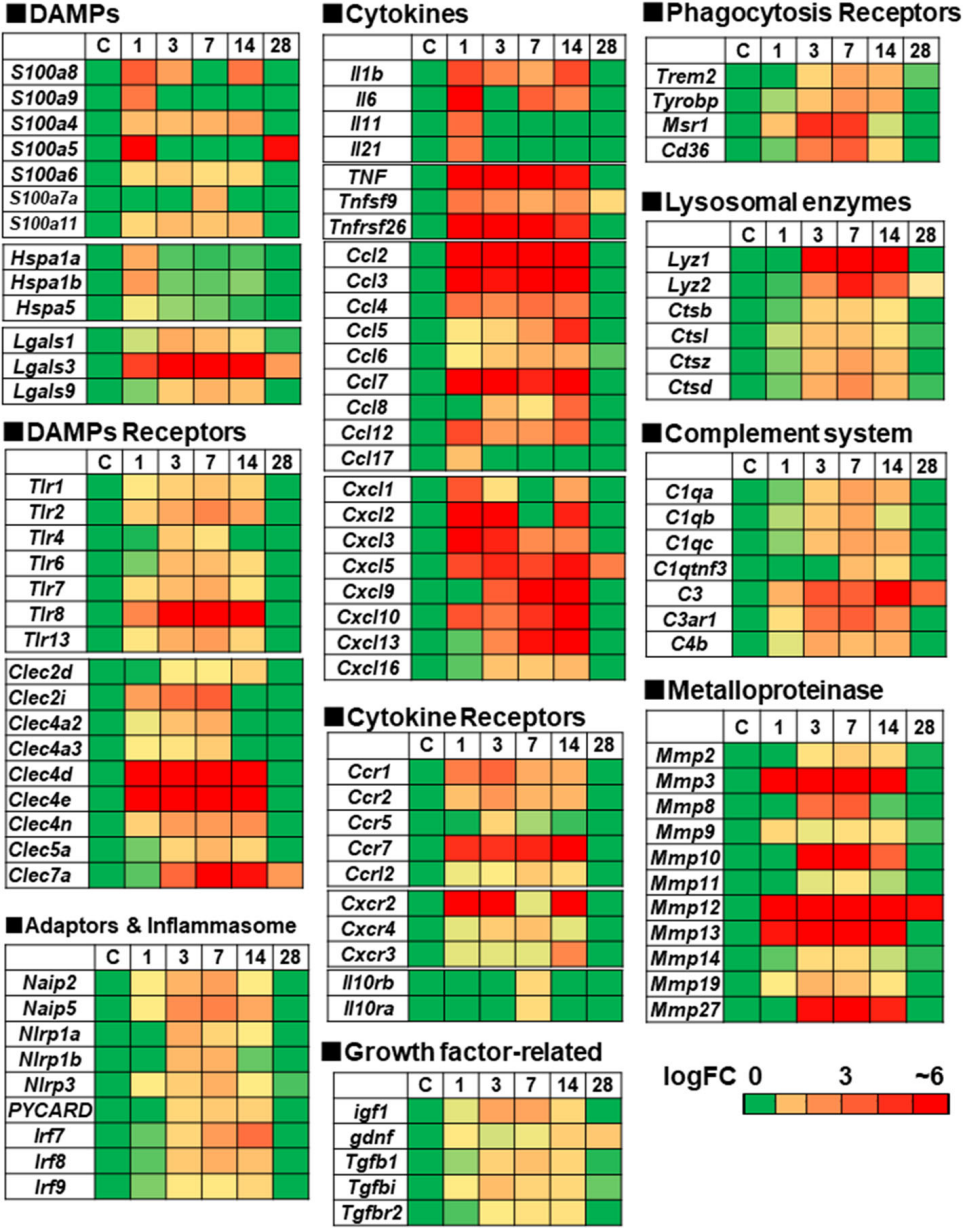
Heatmaps showing the up-regulated genes for representative DAMPs-related molecules in the post-stroke brain. The temporal profiles for genes that are transcriptionally induced (*p* < 0.05) were categorized in each heatmap (gene name in row, logFC in column at each time point of control and day 1, 3, 7, 14, 28 post-stroke). The coloring range indicates the value of logFC. logFC means log2 (fold changes)

#### DAMPs

Well-known members of *DAMPs*, including *S100 family* (e.g., *S100a4, 8, 9*) were induced, peaking at day 1 and/or 14 post-stroke (Fig. 5). 

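S100a8 (ENSMUSG00000056054), on chromosome 3, 90668978 to 90670035 of GRCm38, had an FPKM of 0.0729 in control, 6.18 at day 1, 1.59 at day 3, 0.682 at day 7 and 3.84 at day 14 (not listed at day 28). Its log2 ratio to control was 5.18 at day 1 and 4.51 at day 14, from a control value below the pseudocount of 0.1. S100a9 had 10.1 at day 1 and 5.32 at day 14 (not listed in control, at day 3, at day 7 and at day 28). S100a4 had 0.739 in control, 6.36 at day 1, 7.92 at day 3, 10.0 at day 7, 12.6 at day 14 and 2.17 at day 28, with a log2 ratio of 3.92 at day 14. Of its FPKM at day 14, 11.1 remained when only events overlapping its annotated span were used. S100a6 had no value under its own identifier in any library, but events over S100a6 carry the identifier of S100a7a. No FPKM is given for S100a7a, because the events assigned to it lie almost wholly outside its annotated span.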

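The FPKM of Lgals3, on chromosome 14, 47367751 to 47386160 of GRCm38, was 0.386 in control, 6.48 at day 1, 24.4 at day 3, 36.7 at day 7, 22.4 at day 14 and 1.87 at day 28. The log2 ratio to control was 6.24 at day 7.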

*Lgals3*, encoding Galectin-3 that can activate TLR4/NF-κB signaling, was induced peaking at day 3–14 [23].

#### Receptor (PRRs)

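Among the C-type lectin receptors, Clec4d had an FPKM of 0.615 at day 1, 0.872 at day 3, 0.786 at day 7 and 0.92 at day 14 (not listed in control and at day 28), Clec4e had 0.383 at day 7 (not listed in control, at day 1, at day 3, at day 14 and at day 28), and Clec7a had 2.2 at day 3, 12.6 at day 7, 8.72 at day 14 and 1.18 at day 28 (not listed in control and at day 1). Tlr2 had 0.541 in control, 1.66 at day 1, 3.13 at day 3, 4.75 at day 7, 2.92 at day 14 and 0.622 at day 28, with a log2 ratio to control of 2.92 at day 7. Tlr7 had 0.583 in control, 0.361 at day 1, 2.24 at day 3, 2.59 at day 7, 1.14 at day 14 and 0.5 at day 28, with a log2 ratio of 1.98 at day 7. Tlr13 had 0.487 in control, 1.08 at day 1, 3.1 at day 3, 4.14 at day 7 and 0.594 at day 28 (not listed at day 14). Tlr4 had 0.517 at day 1, 1.74 at day 3, 0.868 at day 7 and 0.535 at day 28 (not listed in control and at day 14), and Tlr8 had 0.779 at day 7 (not listed in control, at day 1, at day 3, at day 14 and at day 28).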

*Clec4d* and *Clec4e* were up-regulated at day 1–14, while *Tlr 2, 4, 6, 7, 8, 13* and *Clec7a* were induced peaking later after day 3 (Fig. 5).

#### Adaptors and inflammasome

PRRs interact with specific adaptors or “inflammasome” for transmitting the signals. *Irf7*, *Irf8* (adaptors) and *Nlrp3*, *Naip5*, *PYCARD* (inflammasome) were induced mainly at day 3–14 (Fig. 5).

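Irf7 had an FPKM of 0.0669 in control, 0.129 at day 1, 0.798 at day 3, 3.1 at day 7, 5.14 at day 14 and 1.18 at day 28, with a log2 ratio to control of 4.97 at day 14, from a control value below the pseudocount. Nlrp3 had 0.762 at day 1, 0.489 at day 3, 0.736 at day 7 and 0.58 at day 14 (not listed in control and at day 28), and Naip5 had 0.79 at day 3, 0.712 at day 7 and 0.357 at day 14 (not listed in control, at day 1 and at day 28). Pycard had 1.14 in control, 0.9 at day 1, 3.06 at day 3, 3.75 at day 7, 2.94 at day 14 and 0.628 at day 28, with a log2 ratio of 1.64 at day 7. Irf8 had no value in any library.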

#### Mediators

Cytokines are key modulators of inflammation. 

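Several chemokines were highest at day 1. Ccl2 had an FPKM of 5.24 at day 1, 2.06 at day 3, 0.594 at day 7, 1.73 at day 14 and 0.135 at day 28 (not listed in control), Ccl12 had 0.602 in control, 12.7 at day 1, 3.78 at day 3, 4.27 at day 7 and 7.78 at day 14 (not listed at day 28), and Cxcl2 had 1.97 at day 1, 0.222 at day 3 and 0.15 at day 14 (not listed in control, at day 7 and at day 28). Ccl12, listed in control, had a log2 ratio to control of 4.19 at day 1. Others were highest later. Ccl5 had 0.528 at day 1, 0.62 at day 3, 1.38 at day 7, 9.12 at day 14 and 0.545 at day 28 (not listed in control), Cxcl10 had 2.21 at day 1, 1.17 at day 3, 3.42 at day 7, 8.33 at day 14 and 0.391 at day 28 (not listed in control), and Ccl3 had 3.78 at day 1, 2.84 at day 3, 5.9 at day 7 and 3.76 at day 14 (not listed in control and at day 28). Of the receptors, Ccr7 was listed only at day 14, at 0.404 FPKM. Ccr1, Cxcr3 and Cxcr4 had no value in any library.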

A variety of genes for chemokines and their receptors (*Ccl*, *CxCl*, *Ccr*, and *Cxcr* family) were induced acutely or sub-acutely (Fig. 5). The genes (*Il-1, Il-6, tnf*), encoding critical pro-inflammatory cytokines, were induced from the acute phase, while those encoding regulatory molecules (*Ifnβ, Tgfβ*) were induced sub-acutely at day 3–14 (Fig. 5 and Supplementary Fig. S3). 

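Il1a had an FPKM of 0.0684 in control, 0.886 at day 1, 0.662 at day 3, 1.17 at day 7 and 0.971 at day 14 (not listed at day 28), and Il1b had 1.16 at day 1, 0.626 at day 3 and 1.11 at day 14 (not listed in control, at day 7 and at day 28). Il6 was listed only at day 7, at 0.329 FPKM, and Tnf only at day 1, at 0.382 FPKM. Tgfb1, on chromosome 7, 25687002 to 25705077 of GRCm38, had 2.02 in control, 3.22 at day 1, 7.07 at day 3, 9.38 at day 7, 6.52 at day 14 and 2.28 at day 28, with a log2 ratio to control of 2.16 at day 7. Tgfb2 stayed between 2.54 and 3.55 FPKM across the 6 libraries. Ifnb1 had no value in any library.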

*FosB*, encoding subunits of the activator protein-1 transcription factor complex, is involved in the excitotoxic activation in microglia [24]. We found the acute induction of *FosB* (shown later in Fig. 6). We also observed the up-regulation of *metalloproteases* (*Mmp2, 3, 8, 10, 12, 13, 27*) at day 3–14.

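Mmp2 had an FPKM of 0.728 at day 1, 1.94 at day 3, 2.77 at day 7, 2.44 at day 14 and 0.454 at day 28 (not listed in control), and Mmp3 had 1.36 at day 1, 1.05 at day 3, 1.17 at day 7 and 2.82 at day 14 (not listed in control and at day 28). Mmp12 had 0.647 at day 1, 3 at day 3, 10.5 at day 7 and 2.15 at day 14 (not listed in control and at day 28), and Mmp13 had 0.717 at day 3, 1.51 at day 7 and 1.79 at day 14 (not listed in control, at day 1 and at day 28). Mmp10 was listed only at day 7 (0.527 FPKM) and Mmp27 only at day 14 (0.365 FPKM). Mmp14, listed in all 6 libraries, had 4.16 in control, 5.08 at day 1, 11 at day 3, 13.5 at day 7, 10.2 at day 14 and 4.63 at day 28, with a log2 ratio to control of 1.68 at day 7.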

**Fig. 6:**
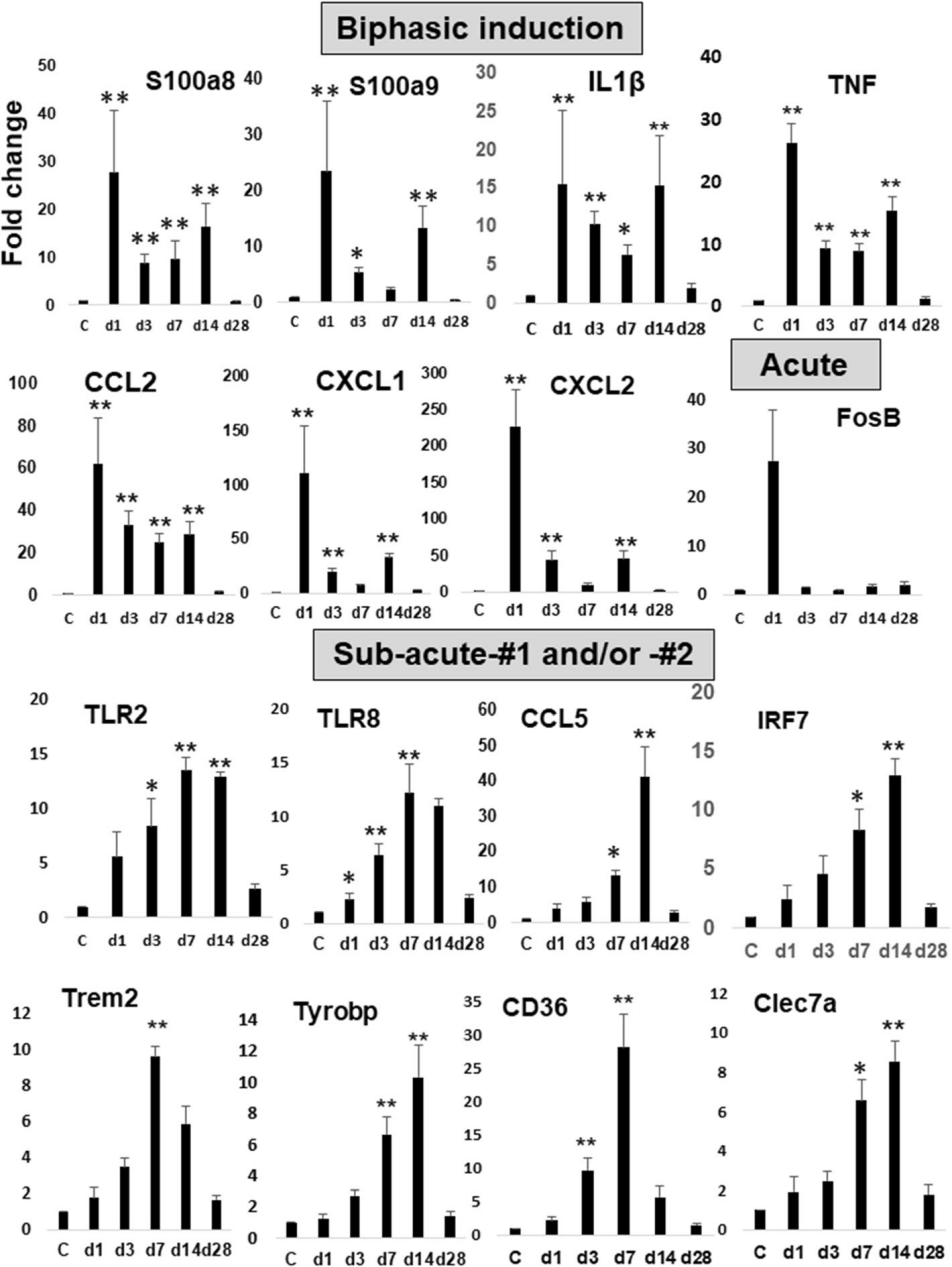
Histograms of real-time RT-PCR results for the representative DAMPs-related genes. Histograms show the results of qRT-PCR at each time point (day 1, 3, 7, 14, 28 post-stroke). The results of cycle threshold values (Ct values) were calculated by the ΔΔCt method to obtain the fold differences. Five brains derived from each group (control and photothrombosis) were used for real-time PCR analysis at each time point. Data are expressed as fold change relative to sham-operated mice (control). The bars represent the mean ± SEM. The asterisks indicate a statistically significant difference compared with control (*p < 0.05, **p < 0.01 versus control, Dunnett’s multiple comparison test)

#### Complement

Complement (C) is a major component of innate immunity, recognizing danger, as well as discriminating self from non-self [25]. The complement peptide C3a stimulates neural plasticity after experimental brain ischemia [26]. 

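C1qa, on chromosome 4, 136895917 to 136898803 of GRCm38, had an FPKM of 42.5 in control, 61.4 at day 1, 152 at day 3, 259 at day 7, 196 at day 14 and 50.6 at day 28, with a log2 ratio to control of 2.61 at day 7. C1qb rose from 41.4 in control to 219 at day 7, and C1qc from 16.5 to 117. C3 was not listed in control and at day 1, and was highest at day 14, at 8.25 FPKM. C3ar1 was listed only at day 1, at 0.439 FPKM. C4b had no value under its own identifier in any library, but events over C4b carry the identifier of another gene, Stk19.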

The genes, encoding C1qa, C1qb, C1qc, C3, C3ar1, and C4b, were induced peaking at day 3–14 (Fig. 5).

#### Phagocytosis

Phagocytosis is a receptor and ligand-mediated process. 

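Trem2, on chromosome 17, 48346401 to 48354147 of GRCm38, had an FPKM of 9.49 in control, 10.1 at day 1, 32.6 at day 3, 63.2 at day 7, 44.4 at day 14 and 14 at day 28, with a log2 ratio to control of 2.72 at day 7. Msr1 had 0.589 at day 1, 3.96 at day 3, 4.02 at day 7 and 0.192 at day 14 (not listed in control and at day 28). Cd36 had 0.452 in control, 0.464 at day 1, 3.82 at day 3, 6.7 at day 7, 1.11 at day 14 and 0.455 at day 28, with a log2 ratio of 3.62 at day 7.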

We found the induction of genes for scavenge receptors, including *Trem-2*, *Msr1* (macrophage scavenger receptor 1), and *Cd36* (scavenger receptor class B member 3) (Fig. 5). Genes for lysosomal enzyme (*Lyz1, Lyz2, Ctsb, Ctsl, Ctsz, Ctsd*) (Fig. 5) and H^+^ pump (*Atp6v 0d2*) (Fig. 3c) were induced peaking at day 3–14.

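Lyz2, on chromosome 10, 117277331 to 117282321 of GRCm38, had an FPKM of 6.73 in control, 11 at day 1, 137 at day 3, 357 at day 7, 196 at day 14 and 26.2 at day 28, with a log2 ratio to control of 5.71 at day 7. Lyz1, a paralog beside it whose reads the authors' estimates could have divided between the genes, was listed only at day 14, at 0.227 FPKM. Ctsd rose from 124 in control to 1169 at day 7 (log2 ratio 3.24), but with start events only, a choice made after the values were seen, its log2 ratio was 0.33. Ctsb, Ctsl and Ctsz were also highest at day 7, at 288, 118 and 125 FPKM, against 102, 31.4 and 22.5 in control. Atp6v0d2 had 1.36 at day 7 and 1.03 at day 14 (not listed in control, at day 1, at day 3 and at day 28).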

#### Growth factors

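Igf1, on chromosome 10, 87858265 to 87937042 of GRCm38, had an FPKM of 0.833 in control, 0.575 at day 1, 2.84 at day 3, 11.2 at day 7, 4.86 at day 14 and 1.12 at day 28, with a log2 ratio to control of 3.59 at day 7. Gdnf had no value in any library.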

We found the induction of *Insulin-like growth factor* (*igf1*), and *Glial Cell Line-derived Neurotrophic Factor* (*gdnf*) (Fig. 5).

### The validation by quantitative real-time PCR assay

To validate the results of RNA-seq analyses, we performed the quantitative real-time PCR (qRT-PCR) on a subset of DEGs. We found the significant induction of approximately ~ 75% of DEGs at some point by qRT-PCR assay (Supplementary Figs. S2, S3, S4). We showed representative results of qRT-PCR in Fig. 6 after categorizing them into the three groups (Biphasic, Acute, Sub-acute-#1 and/or -#2) depending on the induction patterns.

### The activation of CREB and GAP43 in the ipsilateral cortex

The transcription factor CREB (cAMP-response-element binding protein) enhances long-term synaptic plasticity and increases neuronal excitability [27], while the relatively neuron-specific growth-associated protein (GAP-43) is associated with presynaptic neuronal outgrowth and neuronal plasticity [28]. The phosphorylated-(Ser133) CREB and -(Ser41) GAP43 are active form implicated in neural plasticity, respectively. Then to investigate whether neural plasticity can occur in our model, we performed the western blot and immunohistochemistry using anti-CREB and anti-GAP43 antibody. The western blot analysis showed the induction of phosphorylated-(Ser133) CREB and -(Ser41) GAP43 at day 14 in the ipsilateral cortices (Fig. 7a). By immunohistochemistry, we found the up-regulation of phosphorylated CREB in the ipsilateral cortex (Fig. 7b) and the expression of phosphorylated CREB in the peri-ischemic neurons at day 14 post-stroke (Fig. 7c).

**Fig. 7:**
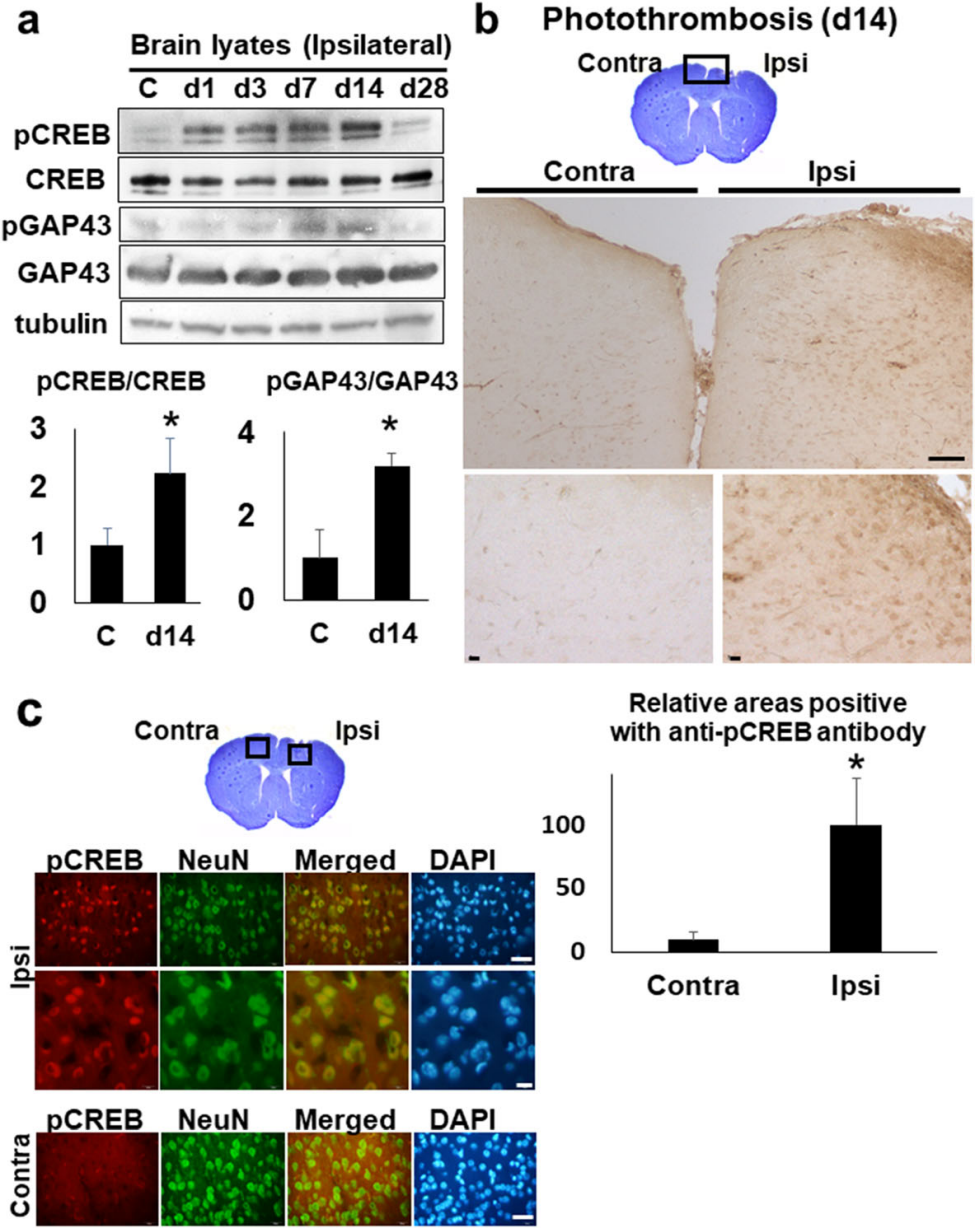
The activation of CREB and GAP in the stroke brain. **a** The western blot analyses with anti-CREB and -GAP43 antibody. The brain lysates (30 μg per each lane) of whole ipsi-lateral cortices at day 1, 3, 7, 14, and 28 were blotted with anti-CREB and anti-GAP43 antibody, respectively. C (control). The lower histogram shows the semi-quantification of band intensities of phosphorylated-CREB and -GAP43 relative to the total CREB and GAP43 protein (C vs. day 14), respectively (*p < 0.05, C vs. day14, Dunnett’s multiple comparison test). The value of control was made 1 for normalization. **b** The immunohistochemistry with ant-phosphorylated CREB (pCREB) antibody on the brain section, at day 14 post-stroke. The top picture shows the cresyl-violet stained bran section at day 14. Scale bar = 100 μm (upper panels), 10 μm (lower panels). The lower histogram shows the semi-quantification of DAB-stained areas positive with anti- pCREB antibody in ischemic brain sections (Contra- vs. Ipsi-lateral cortex) (*p < 0.05, Contra- vs. Ipsi-lateral, Student’s t-test). The value of ipsilateral brain was made 100 for normalization. Scale bar = 50 μm (upper panels), 10 μm (lower panels). **c** The immunofluorescence pictures of peri-ischemic regions on the Ipsi- and Contra-lateral cortex at day 14, with anti-phosphorylated CREB (pCREB) and anti-NeuN antibody, respectively. NeuN; Neuron-Specific Nuclear Protein. DAPI; 4′,6-diamidino-2-phenylindole. Scale bar = 50 μm (lower panels)

## Discussion

In the present study, we first conducted RNA-seq analyses to examine the temporal transcriptional response of the brain to the sterile neuroinflammation in the experimental stroke model during 28 days. Secondly, we focused on the temporal expression profiling of DAMPs-related genes using RNA-seq data. The gross morphological observation demonstrated the ischemic lesion apparently turned into a scar with debris clearance by day 28 post-stroke (Fig. 1a). The transcriptome analyses in Fig. 2c and d could support this observation, since the transcriptomic expression pattern at day 28 shows a similar tendency to that of control. The neuroinflammatory response-related genes were induced peaking at day 1 to 14 in the stroke brain (Supplementary Fig. S7), which are involved in microglial cell activation, astrocyte activation, and regulation of neuroinflammatory response. Previous studies showed the critical time limit for neural plasticity is considered to be around 30 days in rodent and 1–2 months in the human [29, 30], which suggests 28 days after stroke in the present study could be crucial for the neural reorganization. Interestingly, the increased number of microglial cells in the peri-ischemic regions continued even at day 28 post-stroke. Several genes (e.g., *s100a5*, *Cxcl5, C3, Mmp12*) were also induced even at day 28 (Fig. 5). 

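At day 28, S100a5 had an FPKM of 1.43, after 1.89 at day 1, and was not listed in control. Cxcl5 had 0.439 at day 28 and 0.048 in control, a log2 ratio of 1.87 that fell to 0.46 with a pseudocount of 1. C3 had 0.607 at day 28 and was not listed in control. Mmp12 was not listed at day 28.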

Collectively, these findings suggest the inflammation, more or less, could continue beyond 28 days after stroke in this model.

The GO analysis of the biological process indicated that DEGs were genetically programmed to achieve the immune and inflammatory pathways (Fig. 3b, d). This is consistent with the concept that innate immune system is a rapid and coordinated defense response to eliminate the threat derived from not only infectious but also sterile insults [31, 32]. In accordance with this, neuroinflammatory response-related genes were induced, which are implicated in microglial cell activation, astrocyte activation, and regulation of neuroinflammatory response as described (Supplementary Fig. S7).

### Biphasic neuroinflammation in the post-ischemic brain

By hierarchical clustering and primary component analysis of RNA-seq data, we could classify the 6 temporal samples into 4 categories (I Baseline/Chronic, II Acute, III Sub-acute-#1, IV Sub-acute-#2 phase) (Fig. 2c, d). The transcriptomic pattern at day 14 (IV Sub-acute-#2) is characteristic, which is segregated from that of day 1 (I Acute) and day 3, 7 (III Sub-acute-#1). The human stroke period is clinically classified into three phases: the acute phase (first 48 h post-stroke), sub-acute phase (between 48 h to 6 weeks), and chronic phase (3or 6 months) based on the pathological characteristics [33]. We consider the sub-acute phase (III Sub-acute-#1 and IV Sub-acute-#2) in our study could correspond to the sub-acute phase in humans.

A subset of genes for inflammatory molecules, including cytokine (*Il1, Il6, Cxcl1, Cxcl2*), receptor (*Cxcr2*), *DAMPs* (*S100a8*), *Lcn2* (a master regulator of inflammation) [34], were biphasically induced peaking at the acute and sub-acute phases (Figs. 5 and 6, Supplementary Fig. S2, S3, S4 and S5). 

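Among genes with an FPKM of at least 1 in any library, 180 had a log2 ratio to control of at least 1 at both day 1 and day 14, with the lower of day 3 and day 7 at least 0.5 (log2) under both. Among genes with an FPKM of at least 5 in any library, 69 had this profile. S100a8, Lcn2, Ccl2, Cxcl2 and Il1b met the rule, and Il1a, Il6, Cxcl1 and Cxcr2 did not. The paper's biphasic calls also rest on qRT-PCR in replicate brains, which was not analysed here. Lcn2 and Ccl2 had their trough at day 7 only. At day 3 Lcn2 had 16.9 FPKM, above its 15.5 at day 1, and Ccl2 had 2.06, above its 1.73 at day 14. Of the 5 genes named as meeting the rule, only S100a8 was listed in control. Cxcl2 met the rule only because it was not listed at day 7 and was taken as 0 there. The FPKM of Cxcl1 was 0.781 in control, 2.72 at day 1, 0.252 at day 3 and 0.751 at day 14 (not listed at day 7 and at day 28). Cxcr2 was listed only at day 1, at 0.294 FPKM. The same rule for other pairs of days gave 157 genes for day 1 and 28, 139 for day 3 and 28, 112 for day 3 and 14, 109 for day 7 and 28 and 91 for day 1 and 7.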

We assume this sub-acute phase could contribute to the reorganization of brain structure during the process to the chronic phase. In this phase, we observed the induction of genes for *TLRs* (*Tlr1, 2*, *7, 8*), *CLRs* (*Clec4d*, *4e*, *7a*), *Ccl5* (*Rante*), *Tgfβ*, *Ifnβ*, *IL10 receptors* (*Il10ra, Il10rb*), lysosomal enzymes (*Lyz1, 2*), and phagocytosis receptor (*Trem2*) and growth factors (*igf1, gdnf*) (Figs. 5 and 6). Among them, the induction of *Tgfβ*, *IL10 receptors, Lyz1*, and *Trem2* might be for the resolution of inflammation [5, 10, 11], while those of *igf1* and *gdnf* are considered as neuroprotective. The activation of microglia is defined as either classic (M1) or alternative (M2). M1 microglia secretes pro-inflammatory cytokines (e.g., TNFα, IL-1β) to exacerbate the neuronal injury, while M2 phenotype promotes anti-inflammatory responses possibly leading to the repair [35, 36]. This suggests the microglia in the sub-acute phase could be polarized to M2 phenotype. Genes for *DAMPs* (*S100a8*) and their receptor (*TLRs, CLRs*) are induced at this sub-acute phase (Figs. 5 and 6), raising the possibility that DAMPs might be implicated in the inflammatory response in the sub-acute phase, directly or indirectly.

TLR2, a representative toll-like receptor expressed on microglia of the ischemic brain, is critical for neuronal injury in the context of neuroinflammation [37], which was induced transcriptionally at the later phases in this study (Figs. 5 and 6). There is some controversy over the contribution of TLR2 to the outcome after ischemic stroke. One previous study with TLR2 knock out (KO) mice, subjected to focal brain ischemia, showed the lesion size reduced at day 3, however it increased at day 7 and 14 post-stroke [38]. This study showed the delayed exacerbation of the damaged area in TLR2 KO mice. In contrast, TLR2-deficient mice develop a decreased CNS injury compared to wild type mice in a model of focal cerebral ischemia [37]. The recent another study also reported TLR2-deficient mice to show the enhanced repair after focal brain ischemia with higher levels of Gap43 expression and caspases activity for neural plasticity [39]. Although the reason for this discrepancy is unknown, we speculate the moderate recurrent neuroinflammation at the sub-acute phase, if not over-activated, could contribute to the reorganization of ischemic brain.

### Phagocytosis and phosphorylated CREB at the sub-acute phase

The cellular debris on the ischemic lesion seemed cleared by day 28 post-stroke in Fig. 1a. The activated microglia (more rounded, hypertrophic, and amoeboid-like structure) appeared in peri-ischemic regions (Fig. 1c). We found the induction of phagocytosis-related genes at the sub-acute phase, including scavenger receptors (*Msr1*, *Trem-2-Tyrobp*, *Cd36*), complement receptors (*C3ar1*), and lysosomal enzymes (*Lyz1, 2*, *Ctsb, d, z*) (Fig. 5). Enhanced phagocytic activity leads to reduce the expression of pro-inflammatory mediators and increase the production of anti-inflammatory factors, thus resolving the neuroinflammation [10, 11]. In fact, we found the induction of genes for the regulatory molecules (e.g., *tgfβ, Il10ra, Il10rb*) as well as growth factors (e.g., *igf1, gdnf*) at this period (Fig. 5). In this context, microglia might be a major source of IGF-1 in the post-ischemic brain [40].

In addition, the number of down-regulated genes was the largest at day 14 (Fig. 2b) with significant enrichment in biological processes, including adhesion molecules, potassium ion transport, regulation membrane potential, chemical synaptic transmission, and neuron migration (Supplementary Fig. S5). The post-stroke neural plasticity includes two rules: (i) mechanisms of homeostatic plasticity, where hyper- and hypo-excitability regulate the appropriate synaptic inputs to neurons; and (ii) mechanisms of Hebbian plasticity, where synaptic strength is modified to favor synchronous networks inhibiting aberrant non-functional circuits [29]. We assumed the decreased expression of those genes at the sub-acute phase could contribute to the neural reorganization, which might regulate the excitability of synaptic inputs to neurons and aberrant non-functional circuits.

We found the induction of phosphorylated CREB and GAP at the sub-acute phase by western blot analysis (Fig. 7a). In addition, the immunohistochemistry showed phosphorylated CREB in peri-ischemic neurons (Fig. 7c). The recent study revealed that CREB overexpression enhances remapping of injured somatosensory and motor circuits, regulating the cortical circuit plasticity and functional recovery after stroke [27]. Collectively, the moderate recurrent inflammatory response at the sub-acute phase could contribute to the debris clearance as well as neural reorganization during the process to the chronic phase in the post-stroke brain.

Since most ischemic stroke occur in the territory of middle cerebral artery (MCA), the rodent MCA occlusion (MCAO) model has been extensively used in the field of stroke research. To compare the transcriptional response between MCAO and photothorombosis model, we examined the temporal expression profiling of DAMPs-related genes in the rat transient MCAO (tMCAO) model [41]. Using the available RNA-seq data of rat tMCAO model at day 1, 3, 7, 14, and 28 [41], we examined the temporal expression profiling of DAMPs-related genes in the same manner as our study (Supplementary Fig. S8). In the rat tMCAO model, DAMPs-related genes were induced, including DAMPs (*s100a8, s100a9*), receptors (*Tlr1, 2, 4, 6, 7,13, Clec2i, 4d, 4e, 5a, 7a),* signaling cascade (*Naip2, Naip5, Nlrp3, PYCARD, Irf7, Irf8*), cytokines (*Ccl2, 3, 4, 5, 6, 7, 8, 12, Cxcl1, 5, 9, 10, 13, 16, Ccr1, 2, 5, 7, 12, Cxcr2, 4*)*,* phagocytosis receptors (*Msr1*, *Cd36*, *Trem2-Tybrobp*), and complement (*C1qa, C1qb, C1qc, C3, C3ar1, C4b*). Interestingly, the expression peaks of these genes in the rat tMCAO model seemed relatively delayed in comparison with photothrombosis model (Fig. 5 and Supplementary Fig. S8), suggesting the inflammatory response in the rat tMCAO model could continue longer beyond 28 days after stroke. In addition, several genes were induced biphasically peaking at day 1–3 and day 14, including *S100a4*, *Clec4d, tnf, Ccl7,* and *Ccr5.*

There are several limitations in the present study. First and most importantly, this study is only descriptive and the contribution of DAMPs in the recurrent inflammation remains obscure. In addition, there are no direct evidence to know whether the recurrent inflammation could contribute to the debris clearance as well as neural reorganization.

## Conclusion

The temporal gene expression profiling revealed the biphasic neuroinflammation peaking at the acute and sub-acute phases in the post-stroke brain. Our findings raise the possibility the recurrent inflammatory response at the sub-acute phase could contribute to the debris clearance as well as neural reorganization during the process to the chronic phase.

## Supplementary information

**Additional file 1: Figure S1.** Top up-regulated genes and GO biological processes at day 3, 7 (d3, d7) post-stroke. **Figures S2-S4.** The results of qRT-PCR at each time point (control, day 1, 3, 7, 14, 28 post-stroke). **Figure S5.** Top down-regulated genes and GO biological processes at day 14 post-stroke. **Figure S6.** Semi-quantification of brain swelling and Iba1-stained cells. **Figure S7.** Temporal expression profiling for Neuroinflammation-related genes. **Figure S8.** DAMPs-related molecules in RNA-seq data of rat tMCAO model (BMC Genomics (2018) 19:655).

**Additional file 2: Table S1.** Primer list for real-time PCR.

**Additional file 3: Table S2.** DEGs at d1 post-stoke. **Table S3.** DEGs at d3 post-stoke. Supplementary **Table S4.** DEGs at d7 post-stoke. **Table S5.** DEGs at d14 post-stoke. **Table S6.** DEGs at d28 post-stoke.

## Data Availability

All primers for real-time PCR are shown in Supplementary Table S1. A detailed lists of the DEGs detected in each of the comparison groups are presented in Supplementary Tables S2, S3, S4, S5 and S6. The raw RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE147060. The datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

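RNA from the ipsilateral cortex of sham-operated control mice and of mice at the 5 time points after stroke was pooled from 3 mice per group, giving 6 libraries and 1 library per group. The values used are the FPKM the authors computed and deposited. The aligner, the assembler and their versions are not named in the paper's text, which refers to a supplement that was not used here. Each value belongs to a transcript start, a transcript end or a splicing event and is the summed FPKM of the transcripts that carry it, as the layout of the tables shows, and events at 0 are left out. The stated average depth was 33.6 M reads per sample. The depth of each library is unknown, so no interval and no detection floor are given.

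The design set before the data were examined assumed 1 FPKM per gene. Since the values were per event, a gene value had to be built. The value used is the largest of the summed start events, the summed end events and any single event; every one of these is a lower bound on the FPKM of the locus assigned to the gene, and the largest is the closest. Where a locus joins neighbouring genes, the value can be above the FPKM of the gene itself. In all, 4 constructions were tried (the start sum, the end sum, the larger of both, and the one used), and the correlation and the direction of each one's log2 ratios against the paper's Supplementary Tables S2 to S6 were looked at before one was chosen. The choice was therefore not blind to the paper's results. Among the paper's genes listed in both libraries, the direction was the same for 92.4% at day 1 and 88.9% at day 14 with the construction used, 89.9% and 90.7% with the start sum, 92.2% and 88.1% with the end sum, and 92.4% and 88.6% with the larger of both sums. The results under the other constructions are given with the alternatives.

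Genes were taken by the Ensembl identifier the authors assigned to each event; 15441 identifiers had a value, of which 15411 matched the GENCODE M21 annotation of GRCm38, and 879 loci without an identifier were left out. Of the events, 92.4% overlap the annotated span of their gene on its strand, and are called events inside the span here. The rest include loci that join neighbouring genes under 1 identifier, and 624 (day 14) to 713 (day 7) genes per library lost over 10% of their value without them. This was found after the data were examined, and no FPKM is given for S100a7a for this reason, although it is counted among the genes of Fig. 5 and in the counts. For Il10rb and Irf9 a large part of the value also comes from such events, and for C1qtnf3 the whole value does.

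Genes with an FPKM of at least 1 in 1 of the 2 libraries were compared by log2((FPKM + 0.1)/(control FPKM + 0.1)), with a threshold of 1. Genes not listed in a library were taken as 0 in counts and lists, and no ratio is given for such a gene. With 1 library per group no p-value was computed. Gene lists were compared with 10000 random lists matched on mean expression in 10 bins. The principal component analysis, the clustering (4 groups), the distances to control and the biphasic rule (trough margin 0.5) are described with their results. Transcript length is that of the longest GENCODE M21 transcript. The correction for length divides each library by its median trend of the ratio to control over 20 length bins, and was added after the data were examined. The genes named are those the paper names or shows, the 10 with the largest and smallest log2 ratios at each day, and the marker lists written before the data were examined.

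The methods were tested on simulated data. Gene totals were recovered for 100% of 500 simulated genes, and within 10% of the true value for 96.8% of them with some events left out at random. Each simulated transcript had a start and an end event, so the full recovery was fixed in advance. Of 200 genes changed by known folds among 11396 genes, all were recovered, with 18 false calls. The folds were well past the threshold, in genes well above the filter, and the noise was assumed. These counts therefore check the code and do not measure the error in the real libraries. The length correction moved rho from -0.533 to -0.0149 over 10964 genes. The biphasic rule recovered 50 of 50 simulated biphasic genes, with 0 false genes among 11572. The simulated peaks were also well past the threshold, over assumed noise. In neither the simulated comparison nor the biphasic simulation was a gene missing from some libraries only. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

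Alternatives set before the data were examined covered the pseudocount, the filter, the threshold, the scaling, the distance and the linkage. Tests with an assumed dispersion and an enrichment of GO terms were not run, because read counts and GO terms were not used here. A comparison of protein-coding genes was set before on condition that the authors' tables give the gene type, and was run later with the gene types of GENCODE M21. The qRT-PCR, western blot and immunohistochemistry results were not analysed here.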

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

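All tests in this part were chosen after the results were seen. The marker lists, and in the other parts the alternatives and tests not named as chosen later, were written before the data were examined. For each list, the genes the paper names were left out. A list is given where its highest-day median log2 ratio to control was at least 1 and above the central 95% of matched random lists. The hypothalamus list also met both limits at day 1 (median 1.72, percentile 99.82), but only 8 of its 17 genes had a value. It is described with the other observations instead. The lists given here are signals in genes outside those the paper discusses, although its supplementary tables hold many of them. A difference between pools within a condition is not measured with 1 library per group and is not excluded for any list.

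Cell cycle markers (Mki67, Top2a, Ccnb1, Cdk1, Birc5 and Aurkb) had a median log2 ratio to control of 4.32 at day 3, at the percentile 100, and 2.96 at day 7. At day 14 the median was 0.20. The paper's day 3 table has 6 of the 6 genes as higher. The correction against a gene length bias left the median at 4.32 (percentile 100), but at day 3 log2 ratios had a rho of 0.00325 with length, so there was no trend for it to remove. Only 4 of the 6 genes were listed in control, and their median was 3.08, at the percentile 99.7, so genes missing from the control library may add to the size of the median without being its only source. At day 7, part of the value of Mki67 comes from events outside its annotated span. No biological explanation was tested.

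Fibroblast markers had a median of 2.62 at day 7, with a value for 6 of the 7 genes, and 1.91 and 2.35 at day 3 and day 14. The paper's day 7 table has 5 of them as higher. All 6 genes with a value were listed in control, which goes against genes missing from the control library, and after the correction against a gene length bias the median was 2.65 (percentile 100), a weak test because rho with length at day 7 was -0.0893. A different amount of meninges in the dissected cortex was not tested and remains, and RNA from fibroblasts of the lesion is a hypothesis that was not tested.

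Interferon-stimulated genes other than Irf7 had a median of 2.61 at day 14, at the percentile 100, and the paper's day 14 table has 8 of the 9 genes as higher. With Irf7, the median was 0.66 at day 3, 2.05 at day 7 (percentile 99.99) and 2.72 at day 14, so the signal was present at day 7 as well. With the correction against a gene length bias the median was 2.47, at the percentile 100. Of the genes, 5 were listed in control, and their median was 2.28, at the percentile 100, so genes missing from the control library may account for a part of the size only. The event assigned to Isg15 lies outside its annotated span.

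Immediate early genes other than Fosb had a median of 1.42 at day 28, at the percentile 100. With Fosb, the median was 0.44 at day 1, 0.86 at day 14 and 1.29 at day 28. The paper's day 28 table has 3 of the genes as higher. After the correction against a gene length bias the median was 1.38 (percentile 100), a weak test because rho with length at day 28 was -0.036. All 6 genes with a value were listed in control, so genes missing from the control library are not the source. A difference in the handling of the mice or the tissue was not tested and remains.

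The neutrophil list with the paper's genes kept in had a median of 2.74 at day 1, at the percentile 99.99, and met both limits. The limits, and the step of leaving out the paper's genes, were chosen after this was seen, and tests first written for this list were then dropped. Neutrophil markers other than those the paper names had a median of 1.22 at day 7, at the percentile 91.72, and choroid plexus markers a median of 0.94 at day 28, at the percentile 99.94, so neither met both limits.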

How the results depend on the processing

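No paired analysis was possible because each group is 1 pooled library. Counts are given in the order of the time points, from day 1 to day 28, and were 602, 1029, 1030, 1081 and 432 genes higher and 528, 305, 256, 834 and 328 lower as reported. Day 14 had the most lower genes under each of these settings. Where a count changed, the cause was not tested. With no filter on low values, 1307, 1903, 2003, 1822 and 1114 genes were higher and 1142, 743, 657, 1416 and 859 lower. With an FPKM of at least 5, 241, 336, 361, 429 and 140 genes were higher and 150, 118, 108, 306 and 99 lower. With a log2 ratio threshold of 2, 210, 359, 418, 363 and 142 genes were higher and 187, 84, 73, 450 and 116 lower. With a pseudocount of 1, 376, 622, 659, 691 and 241 genes were higher and 298, 174, 147, 625 and 183 lower. On the TPM scale, where values are larger and the filter admits more genes, 1196, 1887, 1922, 1546 and 1119 genes were higher and 1228, 719, 672, 1634 and 831 lower. A pseudocount of 0.01 and the median ratio left all 10 counts within 1.5 times. With the median ratio the share of higher genes at day 14 went from 56.4% to 50.2%.

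The following were chosen after seeing the data. With start events only, 651, 1159, 1138, 945 and 528 genes were higher and 881, 404, 373, 1911 and 517 lower, and higher genes made up 33.1% at day 14. With end events only, 681, 979, 984, 1111 and 503 genes were higher and 494, 366, 313, 629 and 360 lower. With the larger of the start and end sums, 633, 1080, 1077, 1102 and 474 genes were higher and 579, 325, 282, 1036 and 371 lower. With events inside the gene's span only, 585, 1000, 1012, 1053 and 416 genes were higher and 519, 295, 258, 818 and 325 lower. With genes listed in both libraries only, 477, 844, 838, 889 and 348 genes were higher and 408, 248, 209, 538 and 244 lower. Corrected for transcript length, 557, 1016, 1011, 908 and 412 genes were higher and 526, 309, 263, 818 and 347 lower. With protein-coding genes only, 537, 952, 954, 962 and 367 genes were higher and 458, 240, 194, 752 and 261 lower.

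PC1 and PC2 held 30.7% and 23.8%. They held 34.3% and 25.9% without scaling of genes, 32.7% and 24.2% for genes with an FPKM of at least 1, 30.6% and 23.7% on log2(FPKM + 0.1), 30.8% and 23.7% without a log and 30.0% and 24% with the median ratio. Under the choices made later they held 33.7% and 22.4% with start events, 28.8% and 23.8% with end events, 31.2% and 23.6% with the larger sum, 30.7% and 23.9% with events inside the span and 26.5% and 25.2% with the correction for length. All 15 pairs of libraries were grouped as in the paper under each of the 5 alternatives run, of which the correction for length was chosen after seeing the data. Day 28 was nearest to control under each alternative run. The ratio of its distance to the next, 0.817, was 0.717 with 1 minus the Spearman correlation, 0.805 with the filter, 0.815 with the median ratio, 0.87, 0.854 and 0.83 with the other constructions, 0.815 inside the span and 0.832 with the correction for length.

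DAMPs-related genes highest at each time point numbered 16, 10, 40, 23 and 1, from day 1 to day 28. The numbers became 16, 11, 42, 20 and 1 with the median ratio. They were 9, 7, 34, 15 and 1 among genes with an FPKM of at least 1. Under choices made later, they were 16, 12, 42, 18 and 2 with the correction for length and 16, 9, 40, 23 and 1 without S100a7a. The percentile of the list at day 28, 45.7, was 45.5 with a pseudocount of 1 and 45.2 with 20 bins, and 46.2 without S100a7a, a choice made later. The 180 biphasic genes became 279 with a margin of 0, 110 with a margin of 1, 76 with a pseudocount of 1, 69 with an FPKM of at least 5 and 157 with the median ratio. They became 167, 206 and 186 with the other constructions, 173 inside the span, 95 among genes listed in all 6 libraries and 155 with the correction for length.

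Of 199 values of the 26 log2 ratios under alternatives, 90 were the same to 2 decimals, 107 moved and 2 changed sign. Both were Gap43 at day 14, from 0.07 to -0.014 with the median ratio and -0.30 with the correction for length. The largest moves were larger than these: Ctsd at day 7 went from 3.24 to 0.33 with start events only, a choice made later, Irf7 at day 14 from 4.97 to 2.53 with a pseudocount of 1, and S100a8 at day 1 from 5.18 to 2.74 with the same pseudocount. Hspa5 at day 28 went from 1.17 to 0.52 with end events only. The unknown depth limits every gene with a low value, and no interval is given. The tests with an assumed dispersion were not run.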

Differences from the paper's values

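Counts here are of genes past a log2 ratio of 1, and the paper's are of genes past its p-value. For genes lower at day 1, the value was 528 and the paper's 194. The gap closed with an FPKM of at least 5 (150) and a log2 ratio threshold of 2 (187), and with no other alternative set before the data were examined. For genes lower at day 3, the value was 305 and the paper's 63. The values came within 1.5 times with a log2 ratio threshold of 2 (84), and with no other alternative set before the data were examined. For genes lower at day 7, the value was 256 and the paper's 46. None of the alternatives set before the data were examined closed the gap. For genes lower at day 14, the value was 834 and the paper's 517. The values came within 1.5 times with a pseudocount of 1 (625) and a log2 ratio threshold of 2 (450), and with no other alternative set before the data were examined. Among alternatives chosen after seeing the values, end events only (629), genes listed in both libraries only (538) and protein-coding genes only (752) also closed it. For genes higher at day 28, the value was 432 and the paper's 144. The gap closed with an FPKM of at least 5 (140) and a log2 ratio threshold of 2 (142), and with no other alternative set before the data were examined. For genes lower at day 28, the value was 328 and the paper's 58. None of the alternatives set before the data were examined closed the gap.

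The log2 ratios are compared with the paper's Supplementary Tables S2 to S6, and since neither value has an error, a pair is given where the ratios differ by more than 1.5 times. For the log2 ratio to control of S100a4 at day 14, the value was 3.92 and the paper's 3.01. The gap closed with a pseudocount of 1 (2.97), and with no other alternative set before the data were examined. Of the alternatives chosen after seeing the values, the correction for length (3.51) also closed it. For the log2 ratio to control of Lgals3 at day 7, the value was 6.24 and the paper's 6.96. The values came within 1.5 times with a pseudocount of 0.01 (6.54), and with no other alternative set before the data were examined. For the log2 ratio to control of Irf7 at day 14, the value was 4.97 and the paper's 3.64. None of the alternatives set before the data were examined closed the gap. For the log2 ratio to control of Igf1 at day 7, the value was 3.59 and the paper's 2.57. The values came within 1.5 times with a pseudocount of 1 (2.73), and with no other alternative set before the data were examined. For the log2 ratio to control of Cst7 at day 14, the value was 5.12 and the paper's 6.37. None of the alternatives set before the data were examined closed the gap. For the log2 ratio to control of Cxcl5 at day 28, the value was 1.87 and the paper's 3.30. The values came within 1.5 times with a pseudocount of 0.01 (2.95), and with no other alternative set before the data were examined.

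Some statements of the paper on single genes differ from these values. The patterns of Fig. 4c and the biphasic calls rest on qRT-PCR as well as RNA-seq. The qRT-PCR, done on several brains per time point, was not analysed here, so these differences concern the RNA-seq values only. C3ar1 is placed in the sub-acute period, and it was listed only at day 1, at 0.439 FPKM. Cxcl1 is called biphasic, and its FPKM of 0.751 at day 14 was below the 0.781 of control. Il6 and Tnf are placed with the biphasic genes in Fig. 4c, and Il6 was listed only at day 7 and Tnf only at day 1. Il1a did not meet the biphasic rule, since its log2 ratio at day 3, 2.18, was less than 0.5 under that at day 1, 2.55. Cxcr2 is called biphasic and was listed only at day 1. Clec4e is called higher from the acute to the sub-acute phase and was listed only at day 7. Nlrp3 is described as mainly sub-acute, and its highest FPKM was 0.762 at day 1, against 0.736 at day 7. Mmp12 is called induced at day 28 and was not listed there. Fig. 4c places Trem2 and Tyrobp in the later sub-acute pattern, and both were highest at day 7, at 63.2 and 146 FPKM against 44.4 and 117 at day 14. Hspa5 is shown highest at day 1 in Fig. 5, and was 133 at day 1 and 145 at day 28. S100a9 is shown without an increase at day 14 in Fig. 5, and had 5.32 FPKM there. A gene that is not listed cannot be called absent.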

Other observations

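The correction for length and its tests, all tests of the length trend itself, and the count of hypothalamic markers in the paper's tables were chosen only after the results were seen.

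Log2 ratios fell with transcript length at day 14 (rho -0.413) and day 1 (rho -0.254). The neuron markers had a median log2 ratio of -0.31 at day 7 and -0.32 at day 14, while rho at day 7 was -0.0893. This goes only weakly against a general loss of neuronal RNA as a sufficient explanation, because both medians are the value of Nefl. Other markers moved in either direction from day 7 to day 14, such as Slc17a7 (-0.39 to -0.89) and Rbfox3 (-0.43 to 0.03). GC content did not account for it, since rho within 5 groups of similar GC content averaged -0.374 at day 14. Building gene values from events is not the sole source at day 14, since in the paper's own day 14 table the lower genes had a median length 1.34 times that of the higher genes. In the paper's day 1 table the median length was 2346 nt for lower and 2286 nt for higher genes. At day 3, 7 and 28 the paper's lower genes, only 62, 46 and 58 with a length, had medians of 1590, 1611 and 1465.5 nt. The higher genes there were longer, at 2726, 2721 and 2072.5 nt. Near-equal medians at day 1 therefore do not exclude the trend in the paper's day 1 table. The mean share of the most upstream start, 0.595 at day 14 and 0.614 in control, differed by -0.0192, short of the limit set for it. Day 14 was nevertheless the lowest, below the 0.609 to 0.617 of the other libraries, of which day 1 was the next lowest, so RNA with lost 5' ends may contribute. Within intron-retention events alone, the share of FPKM with the intron retained was also lower at day 14 (9.25%) and day 1 (9.3%) than in control (11%). The paper states an RNA integrity number above 8 for all samples, which goes against a strong loss of integrity, and smaller differences in integrity between the pools cannot be separated from biology by these values.

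PC1 may follow this trend in part. Its loadings had a rho of -0.394 with length, past the limit for a gene length bias. After the correction the day 14 score was still 1.6 times the next largest in size, so the trend that the correction removes does not fully account for the separation of day 14. Genes not listed stay at 0 under it. The planned test of RNA from other brain regions is void, because 75% of the striatal list had a value, under the 80% needed. Those striatal genes, all listed in control and at day 14, had a median log2 ratio of 0.77 at day 14 (percentile 99.93) and 0.41 at day 28 (percentile 99.91). After the correction for length the medians were 0.41 (percentile 99.27) and 0.38 (percentile 99.9), and day 28 lay with control on PC1. Without the correction the day 14 median was the larger, and too few genes of the list had a value. Striatal RNA as a source of the separation of day 14 is therefore left undecided. The thalamus, hippocampus and choroid plexus lists passed that limit, and at day 14, looked at only later, were at the percentiles 66.5, 79.1 and 18.6, all within the central 95%.

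Rescaling by the median ratio could not remove the larger number of lower genes at day 14. The median ratio of that library to control was 1.062, so dividing by it can only add lower genes. The number rose from 1.58 to 1.71 times the next largest. A median ratio above 1 gives no sign that the values of that library were scaled too low. Genes lower at day 14 had a median length 1.55 times that of all genes compared, past the limit for a gene length bias, and after the length correction their number was 1.56 times the next largest. The excess depended on the setting. It was larger with a log2 ratio threshold of 2 (2.41), start events only (2.17), a pseudocount of 1 (2.1), an FPKM of at least 5 (2.04), the larger of both sums (1.79) and protein-coding genes only (1.64). It was smaller under others: 1.32 times the next largest for genes listed in both libraries, 1.27 with end events only, 1.33 on the TPM scale and 1.24 without the filter, so genes missing from the day 14 library may account for a part of it. The neuron markers' median was at the percentile 0.84 of matched random lists, which is consistent with a loss of neuronal RNA, but after the length correction it was at the percentile 29.5. At day 7 the neuron markers were at the percentile 0.835 while 256 genes were lower. This goes only weakly against a general loss of neuronal RNA as a sufficient explanation of the larger number at day 14. The median at both days is the value of Nefl, and other markers moved in either direction between the days. The length correction hardly moved the ratio, which was 1.58 before it, but it removes a median trend and leaves genes not listed at 0, and only 538 of the 834 lower genes were listed at day 14, so it cannot tell whether length bias is a source of the excess.

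The number of biphasic genes was 1.15 times that of the most frequent other pair of days, within the limit of 1.5 set for single-library noise. That pair, day 1 and 28, has 3 trough days; against day 3 and 28, with 2 trough days, the ratio was 1.29. Against the other 3 pairs it was 1.98 (day 1 and 7), 1.65 (day 7 and 28) and 1.61 (day 3 and 14), each with 1 trough day. These pairs are themselves post-stroke libraries and do not measure noise. After the length correction 155 genes had the profile and 150 that of day 1 and 28, a ratio of 1.03, so the length trend that was removed may account for the excess over that pair. No biological explanation was tested.

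Avp, Oxt and Pmch were not listed in control and reached 18.9, 9.28 and 26.2 FPKM at day 1. RNA from the hypothalamus in some pools is a candidate explanation. The planned test is void, because 8 of the 17 other hypothalamic markers had a value, and the test of the striatum is void with 9 of 12. Those 8 hypothalamic markers had a median log2 ratio of 1.72 at day 1 (percentile 99.82) and 1.58 at day 14 (percentile 99.32). The median was 0 at day 3, 0.45 at day 7 and 0 at day 28, and only 2 of the markers were listed in control. In the paper's own tables, a test chosen after the result, 5 of the 17 hypothalamic markers are higher at day 1 and 0 lower, against 0 of the striatal and 0 of the thalamic markers higher. At day 3, 7, 14 and 28 the numbers higher were 0, 3, 2 and 1. The day 1 count is in line with hypothalamic RNA from the dissection in that pool, but the day 3 count goes against it there, where Avp, Oxt and Pmch were also listed, and an induction of these genes by the stroke is not excluded.

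Supplementary Tables S2 to S6 of the paper give 1 column of p-values, headed PValue, and no column of adjusted values. Had the 15441 genes with a value here been the genes tested, 73, 147, 198, 248 and 3 of the paper's genes, from day 1 to day 28 in order, would pass a Benjamini-Hochberg adjustment at 0.05. The number of genes the paper tested was not used here. Supplementary Table S6 lists 202 genes for day 28.

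For genes the paper measured by other assays, Fosb had 11.9 FPKM at day 1 and 1.05 in control (log2 ratio 3.39). Creb1 had 0.804 at day 14 and 5.69 in control (log2 ratio -2.68), with a longest transcript of 8364 nt. Under the alternatives its log2 ratio ranged from -1.77 with start events only to -2.81 with a pseudocount of 0.01. Gap43 had 123 at day 14 and 117 in control. Hspa5 had 145 at day 28 and 64.4 in control (log2 ratio 1.17, and 0.52 with end events only).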
